# In Vivo-In Vitro Comparative Toxicology of Cadmium Sulphide Quantum Dots in the Model Organism *Saccharomyces cerevisiae*

**DOI:** 10.3390/nano9040512

**Published:** 2019-04-02

**Authors:** Luca Pagano, Marina Caldara, Marco Villani, Andrea Zappettini, Nelson Marmiroli, Marta Marmiroli

**Keywords:** comparative toxicology, transcriptomics, phenomics, gene ontology, quantum dots

## Abstract

The aim of this work was to use the yeast *Saccharomyces cerevisiae* as a tool for toxicogenomic studies of Engineered Nanomaterials (ENMs) risk assessment, in particular focusing on cadmium based quantum dots (CdS QDs). This model has been exploited for its peculiar features: a short replication time, growth on both fermentable and oxidizable carbon sources, and for the contextual availability of genome wide information in the form of genetic maps, DNA microarray, and collections of barcoded mutants. The comparison of the whole genome analysis with the microarray experiments (99.9% coverage) and with the phenotypic analysis of 4688 barcoded haploid mutants (80.2% coverage), shed light on the genes involved in the response to CdS QDs, both in vivo and in vitro. The results have clarified the mechanisms involved in the exposure to CdS QDs, and whether these ENMs and Cd^2+^ exploited different pathways of response, in particular related to oxidative stress and to the maintenance of mitochondrial integrity and function. *Saccharomyces cerevisiae* remains a versatile and robust alternative for organismal toxicological studies, with a high level of heuristic insights into the toxicology of more complex eukaryotes, including mammals.

## 1. Introduction

Engineered nanomaterials (ENMs) have a nanoscale level range of 1–100 nm, whose surface area can cause a higher reactivity. Some ENMs may show peculiar physico-chemical properties (optic, magnetic, dielectric, of density and mechanic resistance) and for those reasons are currently used in different areas such as electronics, biomedicine, pharmaceuticals, cosmetics, environmental analysis and remediation, catalysis and material sciences [1]. Their market size has been approximately estimated to be 55 billion USD by 2022 [2,3]. There are so many nanomaterials-enabled products that a recent simulated LCA (life cycle analysis) shows that there is potential for an increasing amount of ENMs that could reach aquifers, soil and air in the near future, through processes such as product waste disposal [4]. Some potential toxicological effects of ENMs on human health and to a lesser extent on the environment have been elucidated, although there is still an insufficient degree of understanding of the mechanisms of uptake and the nature of the cellular processes involved [5,6,7]. Their large use, especially in medicine, and their possible environmental dispersion raise two important questions: the health effects consequent to the potential exposure to humans and the possible environmental damage. For the health assessment, both epidemiological and analytical tools have been developed and tested [5,6]. For the environmental effects, there are many genetic reports of how ENMs can be monitored and measured [7,8,9]. These studies involve both food chains and ecosystems analyses. Clearly there is a need for a paradigmatic shift in nanotoxicology that enhances the use of alternative testing strategies (ATS), as advocated in 2007 by the National Academies of Sciences [10]. Among the more common categories of ENMs on the market, cadmium sulphide quantum dots (CdS QDs), due to their size/volume ratio and their dielectric and magnetic properties, have been relevantly applied to components of solar panels, new generation LED screens and lasers [11,12,13]. With the aim to investigate, at the transcriptomic level, the mechanisms involved in the CdS QDs response, the unicellular eukaryote *Saccharomyces cerevisiae*, one of the most used model organisms for molecular biology [14], has been chosen. Due to its easy use, short life cycle and availability of several molecular and genomic tools, yeast has become a platform for fast toxicological studies using high throughput techniques [15,16]. Furthermore, the high level of functional conservation between yeast genes and their orthologs in higher eukaryotes, including human orthologs, makes yeast a useful system to assess the toxicological mechanisms underlying the response to a wide range of ENMs [16,17,18,19]. In recent years, this model organism allowed elucidating the phenomic implications related to CdS QDs exposure, revealing the complex networks of interaction in which the genes *HSC82*, *ALD3* and *DSK2* played key roles [16]. Moreover, Pasquali et al. (2017) [20] suggested a connection between CdS QDs’ toxicity, mitochondria organization and functions. The preservation of this response has also been retrieved in human cells (HepG2) in which the stress caused by CdS QDs increases the production of reactive oxygen species (ROS), and is able to trigger the mitochondria-mediated intrinsic apoptotic pathway, which involves genes related to apoptosis, oxidative stress response and autophagy [21]. Other studies on baker’s yeast demonstrated an intrinsic instability of copper oxide (CuO) ENMs, enough to attribute its toxicity to Cu^2+^ ions release [17,22], while also demonstrating that the functionalization of Au ENMs, until now considered non-toxic, indeed affects the respiratory metabolism [23]. One of the greatest advantage of baker’s yeast is the possibility of a more general toxicological analysis, focused on the effects of substances or conditions upon the expression of specific cloned human genes potentially involved in fundamental diseases, what is called a humanized yeast model [24,25]. In this work the phenotypic response of *Saccharomyces cerevisiae* to CdS QDs mutant lines was compared with a high throughput microarray to investigate the genes involved in the response, molecular features of their involvement, and the biological pathways under their control. A comparison with the results obtained in higher eukaryotes including human cells was consistent with yeast as a toxicological model [21].

## 2. Materials and Methods

### 2.1. Cadmium Sulfide Quantum Dots (CdS QDs) Characterization

The uncoated CdS QDs that were used had a bulk density of 4.82 g·cm^−3^ and a mean diameter of 5 nm [16,26]. QDs were manufactured by IMEM-CNR (Parma, Italy), following the method described by Villani et al. (2012) [27]. QDs in deionized water were characterized by transmission electron microscopy (TEM) (Hitachi HT7700, Hitachi High Technologies America, Pleasanton, CA, USA) [16,20]. The average particle size of the aggregates (d_h_) and zeta (ζ) potential, respectively of 196.0 nm and +15.2 mV, were estimated in deionized water by Zetasizer Nano Series ZS90 (Malvern Instruments, Malvern, UK), as reported in Pagano et al. (2017) [28].

### 2.2. Strains Used

The *Saccharomyces cerevisiae* strain BY4742 (MATα), which contains the mutations *his3Δ1, leu2Δ0*, *lys2Δ0* and *ura3Δ0* was used for microarray experiments, Real Time PCR validation tests and as a control in the physiological tests considered. In the physiological test, the knock-out mutants (EUROSCARF) sensitive *ymr276w* (*dsk2*), *ymr169c (ald3*), *ypr133w-a* (*tom5)*, and tolerant *ylr342w* (*fks1*), *yol091w* (*spo21*), *yil123w* (*sim1*) to CdS QDs, respectively (as defined in Marmiroli et al., 2016 [16]), were employed.

### 2.3. Microarray Experiments

The BY4742 strain was grown in YPD (1% *w*/*v* Yeast extract, 2% *w*/*v* Peptone, 2% *w*/*v* Dextrose) liquid cultures, with 0 mg·L^−1^, 0.25 mg·L^−1^ nystatin and 0.25 mg·L^−1^ nystatin supplemented with 100 mg·L^−1^ CdS QDs, as reported in Pasquali et al. (2017) [20]. Sub-inhibitory concentrations (0.25 mg·L^−1^) of nystatin (that binds the ergosterol in the fungal cell membrane, therefore inducing the formation of pores, as reported in Bilinski et al. (1990) [29]) were added to encourage the uptake of CdS QDs into the yeast cells by increasing the membrane permeability and reducing the required concentration of QDs. To prevent aggregation, the CdS QD suspension has been thoroughly sonicated. The stability of the CdS QDs was not affected by the growth medium [16]. After 24 h shaking at 30 °C, the total RNA was extracted from 10^7^ cells·mL^−1^ with Qiagen RNeasy Mini Kit (Qiagen, Velno, The Netherlands). Five replicates for each RNA extraction were performed. The genome-wide transcriptome was acquired using the GeneChip Yeast Genome 2.0 Array (Affymetrix, Santa Clara, CA, USA). For each treatment condition, two aliquots of total RNA extract (500 ng) were amplified, biotin-labeled, hybridized to the microarray, and the outputs were analyzed according to the protocols provided by Biolitix AG (Witterswill, Switzerland). The data have been deposited in the NCBI GEO database (accession number GSE125759). Additional methods related to the validation of microarray data are reported in the Supplementary Materials.

### 2.4. Determination of Glutathione Redox State and Mitochondrial Morphotype

The glutathione redox state has been tested on 10^5^ cells·mL ^−1^ grown in SC (0.67% *w*/*v* yeast nitrogen base with aminoacids, 2% *w*/*v* dextrose; Sigma-Aldrich, St. Louis, MO, USA) medium, treated for 24 h with 50 mg·L^−1^ of CdS QDs; the cellular extract and glutathione levels were determined as described in Pasquali et al. (2017) [20]. To determine the mitochondrial morphotype wild type strain, tolerant and sensitive mutants were transformed with the plasmid pYX-142 mtRFP as described by Pasquali et al. (2017) [20]. Each strain was grown in the selective SC-LEU medium (0.67% *w*/*v* yeast nitrogen base w/o aminoacids, 0.16% *w*/*v* yeast synthetic drop-out medium supplement w/o leucine, 2% *w*/*v* dextrose; Sigma-Aldrich, St. Louis, MO, USA) containing 50 mg·L^−1^ of CdS QDs, for a 24 h treatment. Microscope images were taken using an Axio Imager 2 (Zeiss, Oberkochen, Germany). The experiments were performed in triplicate. Additional methods related to the growth characteristics data of the wild type strain, and the tolerant and sensitive mutants are reported in the Supplementary Materials.

### 2.5. Statistical Analysis

Raw microarray data were analyzed using the Affymetrix Expression Console v1.4.0 (www.affymetrix.com/analysis/, Affymetrix, Santa Clara, CA, USA). A gene expression model was obtained from normalized CEL intensities based on a perfect match only model (RMA), as described in Marmiroli et al. (2014) [26]. To evaluate the differential gene expression between each treatment, the yeast cells grown in YPD without treatment were used as a calibrator (*P* < 0.01). Heatmaps and gene clustering concerning the different conditions of treatments and the comparison between phenomic data [16] were performed with the R software (http://www.r-project.org). Differentially expressed gene classes involved in response to CdS QDs were analyzed using Gene Ontology (GO, http://www.geneontology.org/), the Kyoto Encyclopedia of Genes and Genomes (KEGG, https://www.genome.jp/kegg/), and the DAVID Bioinformatic Database v6.7 [30]. Venn’s diagrams were generated with the Venny bioinformatic tool (bioinfogp.cnb.csic.es/tools/venny/). A network analysis, reported in the Supplementary Materials, was performed using the GeneMANIA data service [31]. In order to decrease the complexity of the heatmaps and network analysis, a higher threshold (+2;−2) has been chosen.

## 3. Results

### 3.1. Microarray Data Analysis

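The arrays hold 3 groups of *S. cerevisiae* BY4742 cultures, an untreated control, nystatin, and nystatin plus CdS QDs, with 2 arrays in each. Cells were treated for 24 h, and the labels put 24 h of growth before the transfer to treatment, in fresh medium for the untreated control too. The dose of nystatin is 0.25 mg·L-1 in the paper and 0.27 mg·L-1 in the labels of the samples, and the RNA taken for each array is 500 ng in the paper and 200 ng in the labels. GeneChip Yeast Genome 2.0 arrays carry 10928 probe sets. Of these, 5498 were paired with *S. cerevisiae* genes (5449 genes, by the names in the platform table and the R64 annotation), 1747 belong to the fission yeast *S. pombe*, 3470 have no gene listed and 213 are controls. The authors summarised the probes by RMA, which corrects the background, gives every array the same distribution of values and takes the log2. These values, from 0.30 to 13.26, were used as deposited. No *S. pombe* RNA was on the arrays, so the 95th percentile of its probe sets was taken as the background of each array (1.41 on average). Between 98.8% and 99.2% of the *S. cerevisiae* probe sets of an array lay above it, and their median was 7.72 to 7.73 on every array. One linear model over the 6 arrays was fitted with limma, and "rose", "fell" and "changed" are kept for genes with a Benjamini-Hochberg adjusted p under 0.05. The thresholds of the paper, a log2 fold change of at least 1 in size and a p under 0.01, give the counts of genes past the threshold; the paper's text does not name the test behind that p. A gene with several probe sets is given by its brightest one. Gene lists were fixed before the data were examined, though after the paper's Tables S1 and S2 had been read, and were tested against all other genes with camera, first with a preset correlation between genes of 0.01 and then with the correlation estimated from the arrays. Every list call was lost with the estimated correlation, and that p is given beside each. Correlation between genes does not account for this alone. For the phosphate starvation genes (PHO regulon) with nystatin plus CdS QDs against the untreated control, the estimated correlation was −0.026, below the preset. Their adjusted p still went from 4.77e-07 to 0.189. With an estimated correlation the test rests on the 3 residual degrees of freedom of the model, so it had little power to call any list. In other called lists the estimated correlation lay well above the preset. It was 0.455 for cytosolic ribosomal proteins and 0.405 for genes of the peroxisome and fatty acid oxidation. For such lists the p with the preset correlation may be too small. The 2 arrays of a group correlated across probe sets at 0.999 in the untreated control, 0.999 with nystatin and 0.998 with nystatin plus CdS QDs, and the standard deviation of their difference was 0.0898, 0.0954 and 0.133. According to the paper each pair came from aliquots of RNA extracts, so its spread may leave out the spread between cultures, and the small number of arrays limits the precision. In 7 control genes, the signal of the 3' probes minus that of the 5' probes averaged 1.47 and 1.41 in the untreated control, 1.45 and 1.45 with nystatin, and 1.58 and 1.58 with nystatin plus CdS QDs.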

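With nystatin plus CdS QDs, *HBN1*, a nitroreductase-like gene, rose by 3.32 log2 units against the untreated control (standard error 0.043, adjusted p = 2.80e-08, 2 arrays in each group). The open reading frames *YLR012C* and *YPR078C* rose by 3.20 (standard error 0.12) and 3.18 (standard error 0.21). *LSO1*, a small gene of the response to low iron, lay below background on both control arrays, so that only a bound can be given for its rise, at least 44.8-fold. *SPS100*, which encodes a protein of the spore wall, fell by 5.76 (standard error 0.091, adjusted p = 6.91e-08), and *PMA2*, which encodes a plasma membrane proton pump, fell by 3.78 (standard error 0.065). Each of these 6 genes was higher, or lower, on both CdS QDs arrays than on both control arrays. Past the paper's thresholds were 272 probe sets that were higher and 283 that were lower, which stand for 269 and 282 genes if a gene counts by any of its probe sets, and for 261 and 280 by its brightest. At an adjusted p under 0.05 with no threshold on the fold, 2009 probe sets rose and 2138 fell, 75.4% of the 5498 tested, and 2313 of them changed by less than 0.5 log2 units. Of the 308 different genes in the paper's Table S1, 273 were measured on a probe set of their own, and 271 of these rose. Of the 308 in Table S2, 281 were measured and 280 fell. These genes were chosen in the paper on the same arrays, so the counts are not independent evidence of their direction.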

Through the microarray experiments, 312 genes up-regulated and 310 genes down-regulated in the presence of 0.25 mg·L^−1^ nystatin plus 100 mg·L^−1^ CdS QDs were identified at the fixed thresholds of +1;−1 (Tables S1 and S2), as reported in the overlapped scatterplot representing the distribution of the data of treatments vs. control untreated (Figure S1). The genes whose expression exceeds the fixed thresholds of +2;−2 were shown in the up- and down-regulated heatmaps (Figure 1).

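At a log2 fold change of at least 2, a 4-fold change, 40 probe sets were higher and 55 lower with nystatin plus CdS QDs than in the untreated control. Among the higher ones were *PGU1*, which encodes a pectin-degrading enzyme secreted during filamentous growth (log2 fold change 2.93, standard error 0.11, adjusted p = 9.43e-07), and *FRM2*, which encodes a nitroreductase-like protein (2.48, standard error 0.083, adjusted p = 6.89e-07). The lower ones included *AZR1*, a transporter gene of azole resistance (−3.51, standard error 0.13, adjusted p = 1.11e-06), and *PDC6*, a minor pyruvate decarboxylase gene (−2.50, standard error 0.047, adjusted p = 8.76e-08). Among 21 genes of multidrug transport and detoxification, to which *AZR1* belongs, 11 rose, 6 fell and 4 did not pass (12 and 6 when adjusted over the list alone), and the list was not called (median 0.22, camera adjusted p = 0.158; adjusted p = 0.592 with an estimated correlation). With nystatin alone *PDC6* and *AZR1* went the other way and rose by 0.86 (standard error 0.047, adjusted p = 4.84e-04) and 0.65 (standard error 0.13, adjusted p = 0.0189). The call of *AZR1* ended without untreated control replicate 1 (adjusted p = 0.108), untreated control replicate 2 (0.104), nystatin replicate 1 (0.102) or nystatin replicate 2 (0.0875), and without eBayes moderation (0.153).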

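Against the untreated control, nystatin alone left 6 probe sets past the threshold. *YDL218W*, of unknown function, and *IMD2*, which encodes an enzyme of GTP synthesis, were higher. Lower were *DMC1*, a recombinase gene of meiosis, *MIG2*, a repressor gene of glucose signalling, *HXT1*, a glucose transporter gene, and *YOL014W*, of unknown function. None of the 6 reached a log2 fold change of 2. The spread of fold changes over all *S. cerevisiae* probe sets was also narrower with nystatin (standard deviation 0.186) than with nystatin plus CdS QDs (0.682). When each array was left out in turn, these 6 stayed past the threshold each time, and without nystatin replicate 1 there were 7.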

A total of four genes were up-regulated and four down-regulated in the presence of 0.25 mg·L^−1^ of nystatin, and they exceeded the significance threshold of +1;−1; five out of the eight genes resulted in common with the treatment with 0.25 mg·L^−1^ nystatin plus 100 mg·L^−1^ CdS QDs, as shown by the Venn’s diagram in Figure 2.

A set of 34 genes has been used to validate through Real Time qPCR the results obtained from microarray data analysis. qPCR analyses substantially confirmed the up- or down-regulation of the genes taken into account, as reported in Figure S2.

### 3.2. Gene Ontology

DAVID Bioinformatic Database analyses of the genes differentially expressed in the presence or absence of QDs were enlisted with respect to the biological processes, (Figure 3, Table S3) molecular functions and cellular components (Tables S4 and S5). 

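Genes of the G1/S phase of the cell cycle were higher with nystatin plus CdS QDs. Of 28 measured, 27 rose, none fell and 1 did not pass (27 rose when adjusted over the list alone), with a median log2 fold change of 1.17. The call by camera had an adjusted p = 9.77e-10, which became an adjusted p = 0.189 with an estimated correlation. Among them *GIC2*, an effector of the GTPase Cdc42 in bud growth, rose by 2.72 (standard error 0.055, adjusted p = 1.06e-07), *SVS1*, a cell wall protein gene, by 2.52 (standard error 0.057) and *MSB2*, a mucin-like sensor gene, by 1.99 (standard error 0.048). Of 22 genes of mating and the pheromone response, 19 rose, none fell and 3 did not pass (19 when adjusted over the list alone), with a median of 0.69, camera adjusted p = 2.42e-05, and adjusted p = 0.192 with an estimated correlation. Of the 4 genes expressed in cells of the alpha mating type all 4 rose (4 adjusted over the list alone), with a median of 2.15, camera adjusted p = 0.00516, and adjusted p = 0.255 with an estimated correlation. The pheromone gene *MF(ALPHA)1* rose by 1.98 (standard error 0.066, adjusted p = 6.89e-07). Of 42 cell wall genes, 30 rose, 7 fell and 5 did not pass (30 and 7 when adjusted over the list alone), with a median of 0.67, camera adjusted p = 8.19e-05, and adjusted p = 0.218 with an estimated correlation. *TIR1*, a mannoprotein gene of the cell wall, rose by 2.45 (standard error 0.068, adjusted p = 3.65e-07), *PRM5*, a target of the cell integrity pathway, by 2.27 (standard error 0.063) and *KDX1*, a kinase gene of that pathway, by 2.19 (standard error 0.065). With nystatin alone *TIR1* was already at 0.81, while 4 of the 42 cell wall genes rose and 6 fell. From nystatin to nystatin plus CdS QDs *TIR1* was at 1.63. The 4 alpha mating type genes rose with nystatin alone too (4 adjusted over the list alone), with a median of 0.37. Their camera adjusted p was 0.00106 there, and 0.262 with an estimated correlation. From nystatin to nystatin plus CdS QDs 3 rose and 1 did not pass (3 adjusted over the list alone), with a median of 1.63. The camera adjusted p was 0.0176, and 0.325 with an estimated correlation.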

The main categories of up regulated genes (Figure 3a) were involved in “sexual reproduction” (10%), “ion transport” (8.7%), “cell wall organization” (8.3%), “response to abiotic stress” (8.3%), “homeostasis” (5%), and “regulation of cell cycle” (5.8%). 

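Genes under nitrogen catabolite repression, which serve the use of poor nitrogen sources, were mostly lower with nystatin plus CdS QDs. Of 29 measured, 21 fell, 5 rose and 3 did not pass (21 and 5 when adjusted over the list alone), with a median log2 fold change of −0.68. Their call by camera had an adjusted p = 3.99e-04, against an adjusted p = 0.411 with an estimated correlation. *GAP1*, the general amino acid permease gene, fell by 2.77 (standard error 0.075, adjusted p = 3.32e-07), *OPT2*, a peptide transporter gene, fell by 1.98 (standard error 0.050, adjusted p = 2.57e-07) and *CPS1*, a vacuolar carboxypeptidase gene, fell by 1.88 (standard error 0.055, adjusted p = 4.42e-07). Among 36 genes of ribosome biogenesis, which assemble ribosomes in the nucleolus, 19 fell, 5 rose and 12 did not pass (19 and 5 when adjusted over the list alone). Their median was −0.18 and the list was not called (camera adjusted p = 0.133; adjusted p = 0.709 with an estimated correlation), although without nystatin + CdS QDs replicate 1 its adjusted p was 0.0211, the lowest in a range up to 0.374 over 10 alternatives. *NOP14* and *NOP4*, nucleolar genes of ribosome assembly, fell by 1.17 (standard error 0.064, adjusted p = 5.19e-06) and fell by 0.77 (standard error 0.044, adjusted p = 6.21e-06).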

An analysis of the down-regulated genes (Figure 3b) highlighted those categories involved in the CdS QDs’ response: “translation” (8.9%), “response to abiotic stimulus” (8.9%), “nitrogen compound processes” (7.6%), “metabolic functions” (6.3%) and “ion transport” (5.3%). 

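Genes of the ribosome itself were higher with nystatin plus CdS QDs. Of 128 genes of cytosolic ribosomal proteins, 117 rose, 3 fell and 8 did not pass (117 and 3 when adjusted over the list alone), with a median log2 fold change of 0.67, and 27 of them rose by at least 1. The camera call had an adjusted p = 3.38e-18, and an adjusted p = 0.368 with an estimated correlation. Of 66 genes of mitochondrial ribosomal proteins, 62 rose, 2 fell and 2 did not pass (62 and 2 when adjusted over the list alone), with a median of 0.54, camera adjusted p = 7.92e-12, and adjusted p = 0.218 with an estimated correlation. *MRPL32* rose by 1.12 (standard error 0.041, adjusted p = 9.41e-07) and *RSM18* by 1.05 (standard error 0.045, adjusted p = 1.86e-06). Genes of amino acid synthesis under Gcn4 were lower, with 30 of 38 that fell, 4 that rose and 4 that did not pass (30 and 4 when adjusted over the list alone). Their median was −0.48, camera adjusted p = 1.00e-04, and adjusted p = 0.192 with an estimated correlation. The arginine gene *ARG4* fell by 1.73 (standard error 0.058, adjusted p = 6.89e-07), *HOM3*, of threonine and methionine synthesis, fell by 1.53 (standard error 0.050) and the lysine gene *LYS9* fell by 1.25 (standard error 0.040). Of 16 TCA cycle genes, 11 fell, none rose and 5 did not pass (11 when adjusted over the list alone), with a median of −0.37, camera adjusted p = 0.00387, and adjusted p = 0.368 with an estimated correlation. *SDH2*, a succinate dehydrogenase subunit gene, fell by 0.96 (standard error 0.043, adjusted p = 2.08e-06). The difference between 3' and 5' signal of the control genes was higher by 0.133 on the CdS QDs arrays than on the other 4 arrays.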

The KEGG analysis of up- and down-regulated genes (Table S6) showed the metabolic pathways involved in the CdS QDs’ response: up-regulated genes were mainly involved in “ribosome assembling” (11.2%), “cell cycle” (4.7%), and “MAPK signaling” (2.9%), whereas down-regulated genes were involved in several metabolic pathways such as “amino acid biosynthesis” (2.6%), “TCA cycle” (2%) and “nitrogen metabolism” (1.7%).

The GeneMANIA data service allowed for the determination of the interaction networks for up- and down-regulated genes (Figures S3 and S4), according to the co-expression, co-localization, physical and genetic interaction data derived from literature. This also allowed the identification of sub-networks corresponding to some of the functional classes identified by prior analyses.

Among the up-regulated genes (Figure S3), the most representative functional clusters include: iron assimilation (*ARN1*, *ARN2*, *SIT1*, members of the ARN family of transporters that specifically recognize siderophore-iron chelates, *FIT2*, *FIT3*, mannoproteins of the cell wall involved in the retention of iron and *FET3*) [32,33], conjugation (*FUS1*, a membrane protein required for cell fusion, *MF(ALPHA)2*, a mating pheromone alpha-factor and *SAG1*, an alpha-agglutinin of alpha-cells) and sulphur aminoacid biosynthesis (*CYS3*, a cystathionine gamma-lyase, *MET17*, an O-acetyl homoserine-O-acetyl serine sulfhydrylase, *MET32*, a zinc-finger transcription factor involved in methionine biosynthesis and *SAM1*, a *S*-adenosylmethionine synthetase). 

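All 6 of these iron genes rose with nystatin plus CdS QDs against the untreated control, from 4.29-fold (*ARN1*) to 16.0-fold (*FIT2*). *FIT2* went from 8.28 ± 0.029 (SD of log2 values, n = 2 arrays) in the untreated control to 12.28 ± 0.019 (SD, n = 2). This is a log2 fold change of 4.00 (standard error 0.045, adjusted p = 2.80e-08). *FIT3* rose by 2.81 (standard error 0.046) and *ARN1* by 2.10 (standard error 0.046). The 3 conjugation genes rose too, *MF(ALPHA)2* by 3.33 (standard error 0.043, adjusted p = 2.80e-08), *SAG1* by 2.33 (standard error 0.052) and *FUS1* by 2.02 (standard error 0.089). So did the 4 genes of sulphur amino acids, among which *SAM1* rose by 2.42 (standard error 0.073), *MET32* by 2.26 (standard error 0.14) and *MET17* by 2.00 (standard error 0.043). The paper picked these 13 genes from the same arrays, so their direction is not independent evidence. Over a wider list of 26 genes of iron uptake and recycling under the iron regulators Aft1 and Aft2, 25 rose and 1 fell (25 and 1 when adjusted over the list alone), with a median log2 fold change of 1.49. The camera call had an adjusted p = 2.06e-10, and an adjusted p = 0.192 with an estimated correlation. Over 27 genes of sulphate assimilation and sulphur amino acids, 16 rose, 7 fell and 4 did not pass (16 and 7 when adjusted over the list alone), with a median of 0.32, camera adjusted p = 0.0135, and adjusted p = 0.368 with an estimated correlation.

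**Figure D1:**
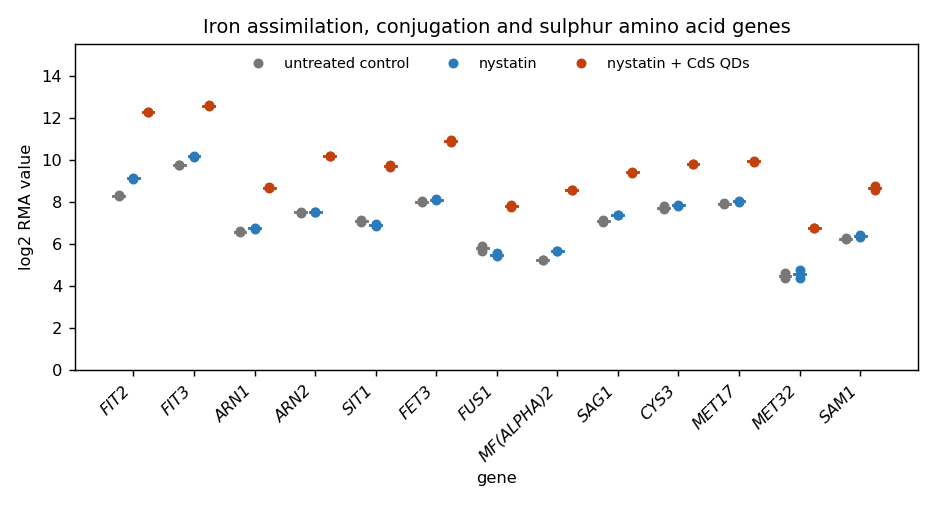
Log2 RMA values of 13 genes (dots, 1 per array; lines, means of 2 arrays) in the untreated control, with nystatin and with nystatin plus CdS QDs. In each gene both CdS QDs arrays lie above the control arrays; for *FIT2* the means are 8.28 and 12.28.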

The most connected nodes of this network are *SIT1*, which encodes a ferrioxiamine B transporter, and *ARN2*, encoding for a transporter recognizing siderophore-iron chelates.

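*SIT1* had a log2 RMA value of 7.10 ± 0.074 (SD, n = 2 arrays) in the untreated control and 9.70 ± 0.049 (SD, n = 2) with nystatin plus CdS QDs, a log2 fold change of 2.59 (standard error 0.062, adjusted p = 1.89e-07). *ARN2* had 7.50 ± 0.005 and 10.17 ± 0.020 (SD, n = 2 each), a log2 fold change of 2.67 (standard error 0.041, adjusted p = 6.19e-08). With nystatin alone neither passed the test. *SIT1* was at −0.20 (standard error 0.062, adjusted p = 0.061) and *ARN2* at 0.03 (standard error 0.041, adjusted p = 0.57). With an intensity trend in the variance *SIT1* passed, with an adjusted p = 0.0321. From nystatin to nystatin plus CdS QDs, *SIT1* rose by 2.79 (adjusted p = 1.44e-07) and *ARN2* by 2.64 (adjusted p = 5.01e-08).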

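Genes of fatty acid oxidation and the peroxisome were lower with nystatin plus CdS QDs than in the untreated control. Of 27 measured, 24 fell, none rose and 3 did not pass (24 when adjusted over the list alone), with a median log2 fold change of −1.41. The camera call had an adjusted p = 2.36e-08, and an adjusted p = 0.368 with an estimated correlation. *POT1*, for the thiolase of beta-oxidation, fell by 2.21 (standard error 0.18, adjusted p = 2.92e-05) and *POX1*, for the acyl-CoA oxidase of the same pathway, fell by 2.26 (standard error 0.096, adjusted p = 1.76e-06). *CIT3*, for a mitochondrial citrate and methylcitrate synthase, fell by 3.37 (standard error 0.073), *PDH1*, of the same methylcitrate route, fell by 2.63 (standard error 0.049) and *ICL2* fell by 2.18 (standard error 0.043). Of 17 genes of the phosphate starvation response, 16 fell, none rose and 1 did not pass (16 when adjusted over the list alone), with a median of −1.51, camera adjusted p = 4.77e-07, and adjusted p = 0.189 with an estimated correlation. *PHO84*, for a high-affinity phosphate transporter, fell by 4.71 (standard error 0.12, adjusted p = 2.21e-07), *SPL2*, a regulator of phosphate uptake, fell by 3.91 (standard error 0.12) and *PHO89*, for a second phosphate transporter, fell by 2.77 (standard error 0.14). The ammonium permease gene *MEP1* fell by 2.34 (standard error 0.051). *SHU1*, a gene of error-free DNA repair, fell by 0.38 (standard error 0.047, adjusted p = 2.81e-04), which is below the threshold of 1. *ADH2*, for the alcohol dehydrogenase that consumes ethanol, fell by 3.30 (standard error 0.25), *NDE2*, for a mitochondrial NADH dehydrogenase, fell by 3.16 (standard error 0.057) and *SNZ1*, of vitamin B6 synthesis, fell by 2.41 (standard error 0.055). The 14 different genes that the paper names in these 3 groups were picked on the same arrays and are not independent evidence.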

The down-regulated genes network (Figure S4) includes genes involved in fatty acid metabolism (*CIT3*, a mitochondrial citrate and methylcitrate synthase, *ICL2*, a 2-methylisocitrate lyase of the mitochondrial matrix, *IDP3*, a peroxisomal NADP-dependent isocitrate dehydrogenase, *PDH1*, a putative 2-methylcitrate dehydratase, *POT1*, a 3-ketoacyl-CoA thiolase and *POX1*, a fatty-acyl coenzyme A oxidase), inorganic ion transport (*ATO3*, a putative ammonium transporter of the plasma membrane, *MEP1*, an ammonium specific permease, *PHO84*, *PHO89*, two inorganic phosphate transporters and *SHU1*, a component of the SHU complex that promotes DNA error-free repair) and pyridinic compound metabolism (*ADH2*, a glucose-repressible alcohol dehydrogenase II, *IDP3*, a peroxisomal NADP-dependent isocitrate dehydrogenase, *NDE2*, a mitochondrial external NADH dehydrogenase and *SNZ1*, a protein involved in vitamin B6 biosynthesis). 

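*GRE1*, which encodes a hydrophilin, and *SIP18*, its paralog, were among the brightest probe sets of the untreated control and of nystatin alone. *GRE1* fell from 12.64 ± 0.034 (SD, n = 2 arrays) in the untreated control to 7.17 ± 0.003 (SD, n = 2) with nystatin plus CdS QDs, a 44.5-fold decrease (log2 fold change −5.48, standard error 0.042, adjusted p = 4.80e-09). *SIP18* fell from 12.30 ± 0.014 to 8.36 ± 0.076 (SD, n = 2 each), a 15.4-fold decrease (log2 fold change −3.94, standard error 0.050, adjusted p = 2.80e-08). They belong to a list of 35 genes of the general stress response under Msn2 and Msn4, of which 24 fell, 9 rose and 2 did not pass (24 and 9 when adjusted over the list alone). Its median was −0.44, camera adjusted p = 0.00218, and adjusted p = 0.192 with an estimated correlation. *SSA3*, a stress-induced chaperone gene, fell by 2.57 (standard error 0.054, adjusted p = 1.24e-07) and *CTT1*, the cytosolic catalase gene, fell by 2.96 (standard error 0.055, adjusted p = 8.76e-08).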

The nodes that resulted with the highest connectivity in this network were *GRE1*, which encodes a stress-induced hydrophilin essential in the desiccation-rehydration process, and its paralog *SIP18*, which arose from the whole genome duplication [34].

### 3.3. Comparison of Two Yeast Inhibitors: Nystatin vs. CdS QDs

Nystatin, a polyene macrolide antibiotic, inhibits the formation of the yeast cell wall [29,35]. Here, the effects of the sub-inhibitory concentration of nystatin were compared either alone or with the supplement of CdS QDs. The data obtained in the case of the treatment on YPD supplemented with 0.25 mg·L^−1^ of nystatin showed that 8 genes exceeded the fixed threshold (+1;−1). 

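With nystatin alone *YDL218W* rose from 7.77 ± 0.168 (SD of log2 values, n = 2 arrays) to 9.48 ± 0.092 (SD, n = 2), a 3.28-fold increase (log2 fold change 1.71, standard error 0.096, adjusted p = 4.84e-04). *IMD2*, for an IMP dehydrogenase, rose from 4.54 ± 0.073 to 5.70 ± 0.123 (SD, n = 2 each), a 2.23-fold increase (log2 fold change 1.16, standard error 0.068, adjusted p = 5.17e-04). The probe set of *IMD2* may also bind other transcripts, as its suffix tells. Of the other IMP dehydrogenase genes, *IMD3* rose by 0.19 (standard error 0.0435, adjusted p = 0.0252) and *IMD4* was at −0.17 (standard error 0.066, adjusted p = 0.116). The call of *IMD3* ended without untreated control replicate 1 (adjusted p = 0.111), untreated control replicate 2 (0.137), nystatin replicate 1 (0.0756) or nystatin replicate 2 (0.145), and without eBayes moderation (0.0662). The list of the 3 such genes that were measured was not called with nystatin (2 rose, none fell and 1 did not pass; 2 rose and 1 fell when adjusted over the list alone; median 0.19; camera adjusted p = 0.135; adjusted p = 0.497 with an estimated correlation). With nystatin plus CdS QDs it was not called either (1 rose and 2 fell, as when adjusted over the list alone; median −0.38; camera adjusted p = 0.470; adjusted p = 0.671 with an estimated correlation). No probe set of the array is paired with *IMD1* or *YDR366C*.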

Four genes showed up-regulation: *YDR366C* and *YDL218W*, which encode putative proteins with an unknown function; the transcription of *YDL218W* is induced by different kinds of stress; *IMD2* and its non-functional paralog *IMD1*, arising from a segmental duplication, which encode an inosine monophosphate protein (IMP) dehydrogenase involved in GTP biosynthesis and repressed by nutrient limitation. Four of the resulting genes were down-regulated: *DMC1*, which encodes a meiosis-specific recombinase required for double-strand break repair [36]; *MIG2*, which encodes a zinc finger transcriptional repressor involved in glucose-induced gene repression and relocated into the mitochondrion under low glucose conditions; *HXT1* which encodes a low-affinity glucose transporter; and *YOL014W,* which encodes a protein with an unknown function.

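All 4 of these genes fell with nystatin alone. *HXT1* fell from 5.79 ± 0.006 (SD of log2 values, n = 2 arrays) to 4.28 ± 0.058 (SD, n = 2), a 2.85-fold decrease (log2 fold change −1.51, standard error 0.049, adjusted p = 8.14e-05). *MIG2* fell from 5.55 ± 0.076 to 4.15 ± 0.044 (SD, n = 2 each), with a log2 fold change of −1.40 (standard error 0.056, adjusted p = 1.09e-04). *YOL014W* fell from 8.21 ± 0.030 to 6.93 ± 0.033 (SD, n = 2 each), with −1.28 (standard error 0.051, adjusted p = 1.09e-04), and *DMC1* from 8.04 ± 0.091 to 6.94 ± 0.019 (SD, n = 2 each), with −1.10 (standard error 0.065, adjusted p = 5.17e-04). In each of the 4 both nystatin arrays lay below both control arrays.

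**Figure D2:**
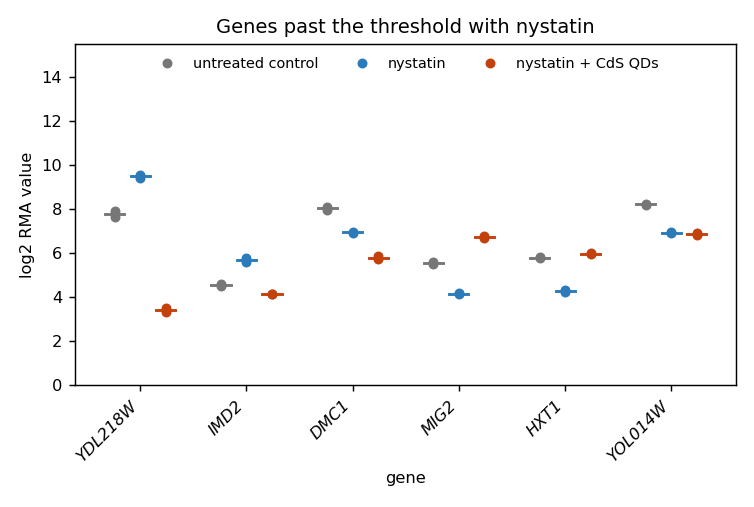
Log2 RMA values of the 6 genes past the threshold with nystatin alone (dots, 1 per array; lines, means of 2 arrays) in the 3 groups. *HXT1* has means of 5.79 in the untreated control and 4.28 with nystatin.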

A comparison with the data obtained in the case of the treatment on YPD supplemented with 0.25 mg·L^−1^ of nystatin and YPD supplemented with 0.25 mg·L^−1^ of nystatin plus 100 mg·L^−1^ of CdS QDs showed an overlap of 5 genes (Figure 1 and Figure 2). 

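Of the 6 probe sets past the threshold with nystatin alone, 4 were also past it with nystatin plus CdS QDs. *DMC1* and *YOL014W* were lower in both treatments, by log2 fold changes of −2.26 (standard error 0.065, adjusted p = 4.12e-07) and −1.35 (standard error 0.051, adjusted p = 1.03e-06) with nystatin plus CdS QDs. *YDL218W* was higher with nystatin and lower with nystatin plus CdS QDs, at −4.34 (standard error 0.096, adjusted p = 1.30e-07), and the fourth was *MIG2*, lower with nystatin and higher with nystatin plus CdS QDs. *IMD2* had −0.38 with nystatin plus CdS QDs (standard error 0.068, adjusted p = 0.00171) and *HXT1* had 0.18 (standard error 0.049, adjusted p = 0.014). The call of *HXT1* ended without untreated control replicate 1 (adjusted p = 0.0590), without untreated control replicate 2 (adjusted p = 0.0677) and without nystatin + CdS QDs replicate 2 (adjusted p = 0.0525). Lists of these sizes drawn independently would share 0.606 probe sets. Both treatments were compared with the same 2 control arrays, which alone gives unchanged groups a correlation between the fold changes; in 100 simulated data sets with no change it was 0.499 on average across probe sets, and in the arrays it was 0.173. The covariance of the fold changes was 0.0219 in the arrays, above its mean of 0.00209 and its highest value of 0.00236 in the simulated data. Across all probe sets 56.8% had the same sign in both treatments, against 66.6% on average in the simulated data. Neither this share, nor the correlation, nor the covariance can be read against its simulated value. The simulated data held no change, whereas the fold changes with nystatin plus CdS QDs were widely spread (standard deviation 0.682). Changes that the other treatment lacks lower the share and the correlation, so the lower values of these do not show that the treatments are less alike than unchanged groups. The simulated spread was that between arrays of a group, which may leave out the spread between cultures. A wider spread of the shared controls would raise the covariance, so its higher value does not by itself show a shared response.

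**Figure D3:**
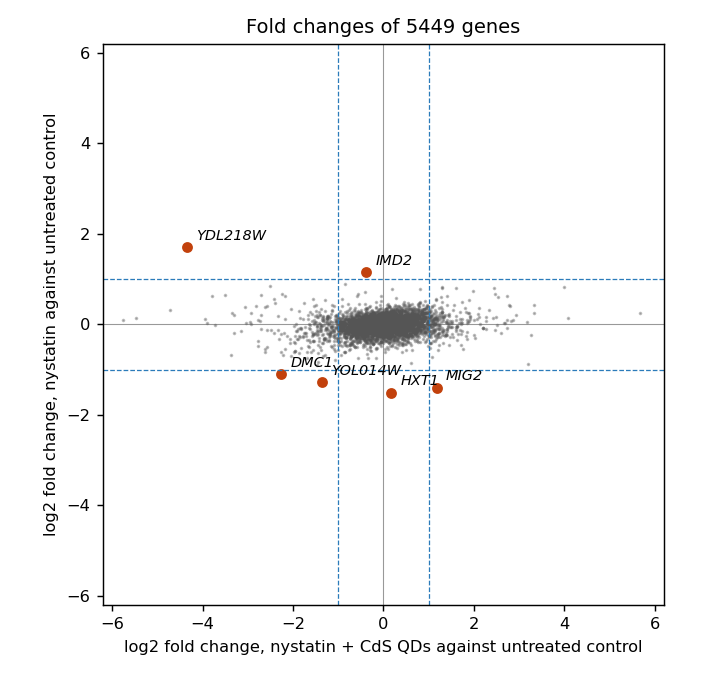
Log2 fold changes against the untreated control with nystatin plus CdS QDs (x axis) and with nystatin (y axis), 1 dot per gene; dashed lines mark 1 and −1. *YDL218W* lies at −4.34 and 1.71, and *DMC1* at −2.26 and −1.10.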

Not surprisingly, four of them were down-regulated in the case of the treatment with nystatin plus CdS QDs: *YOL014W* and *DMC1*, already down-regulated in the case of the treatment with nystatin alone; *YDR366C* and *YDL218W*, which were instead up-regulated in the presence of nystatin only. The only gene showing a significant up-regulation in the case of the treatment with nystatin plus CdS QDs was *MIG2* [37], which was down-regulated under the treatment with 0.25 mg·L^−1^ of nystatin. Therefore, CdS QDs exert an inhibitory effect largely different from the antifungal nystatin.

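*MIG2* rose from 5.55 in the untreated control to 6.73 ± 0.050 (SD, n = 2 arrays) with nystatin plus CdS QDs, a log2 fold change of 1.18 (standard error 0.056, adjusted p = 2.62e-06). From nystatin to nystatin plus CdS QDs it rose further (log2 fold change 2.58, standard error 0.056, adjusted p = 1.33e-07). Among 18 genes of hexose transport and glucose signalling, 9 rose, 6 fell and 3 did not pass with nystatin plus CdS QDs against the untreated control (9 and 6 when adjusted over the list alone), and the list was not called (median 0.17, camera adjusted p = 0.470; adjusted p = 0.592 with an estimated correlation). The glucose transporter gene *HXT4* rose by 1.22 (standard error 0.051, adjusted p = 1.63e-06) and *STD1*, a regulator of glucose-controlled genes, by 0.79 (standard error 0.063), whereas *HXT5*, a transporter gene of slow growth, fell by 1.35 (standard error 0.054, adjusted p = 1.35e-06). Of 19 genes of glycolysis and fermentation, 11 fell, 4 rose and 4 did not pass (11 and 4 when adjusted over the list alone; median −0.24; camera adjusted p = 0.145; adjusted p = 0.411 with an estimated correlation). *HXK2*, the main hexokinase gene, rose by 1.19 (standard error 0.056, adjusted p = 2.60e-06) and *CDC19*, the main pyruvate kinase gene, fell by 0.39 (standard error 0.044, adjusted p = 1.64e-04).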

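Nystatin plus CdS QDs was also compared with nystatin alone. The iron genes were higher in that comparison, with 25 of 26 that rose and 1 that did not pass (25 when adjusted over the list alone), a median log2 fold change of 1.56, camera adjusted p = 6.31e-11, and adjusted p = 0.19 with an estimated correlation. The G1/S genes were higher as well, with 27 of 28 that rose, 1 that did not pass (27 when adjusted over the list alone), a median of 1.45, camera adjusted p = 5.42e-10, and adjusted p = 0.162 with an estimated correlation. Phosphate starvation genes were lower, with 16 of 17 that fell and 1 that did not pass (16 when adjusted over the list alone), a median of −1.68, camera adjusted p = 1.25e-07, and adjusted p = 0.162 with an estimated correlation. With nystatin alone against the untreated control the last 2 lists went the other way, which adds to these medians. Of the G1/S genes 9 fell, 2 rose and 17 did not pass (13 and 2 when adjusted over the list alone; median −0.16; camera adjusted p = 0.0152; adjusted p = 0.273 with an estimated correlation), and of the phosphate starvation genes 5 rose, none fell and 12 did not pass (6 when adjusted over the list alone; median 0.12; camera adjusted p = 0.00388; adjusted p = 0.262 with an estimated correlation). *YDL218W* fell by 6.06 (standard error 0.096, adjusted p = 5.22e-08), *FRE5* rose by 3.94 (standard error 0.087, adjusted p = 1.44e-07) and *SUL2* rose by 3.49 (standard error 0.042, adjusted p = 3.79e-08). Past the paper's thresholds were 268 probe sets that were higher and 256 that were lower, and 446 of them were past the thresholds with the same sign against the untreated control too. The 2 comparisons share the CdS QDs arrays, so this overlap is not independent evidence. The paper reasons from the overlap of 5 genes, in which *YDR366C*, *YDL218W* and *MIG2* went opposite ways in the 2 treatments, and concludes that the effect of CdS QDs differs largely from that of nystatin.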

### 3.4. Comparison with Cadmium Ion Response

A comparison with studies related to up- and down-regulated genes involved in the Cd^2+^ response, identified by Jin et al. (2008) [38], showed that only eight genes were commonly modulated during the CdS QDs’ response (Figure S5). Among the up-regulated genes were: *CYS3*, involved in the metabolism of cysteine; *SUL2*, which encodes a sulfate permease [39], *FET3* and *FRE5* (paralog of Fre2p), both encoding proteins involved in the oxidation of ionic iron. 

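All 4 rose with nystatin plus CdS QDs against the untreated control. *FRE5* rose by 4.09 log2 units (standard error 0.087, adjusted p = 1.24e-07) and *FET3*, from 8.02 ± 0.020 (SD, n = 2 arrays) to 10.88 ± 0.053 (SD, n = 2), by 2.87 (standard error 0.048, adjusted p = 7.36e-08). *SUL2* rose by 3.26 (standard error 0.042, adjusted p = 2.80e-08) and *CYS3* by 2.08 (standard error 0.058, adjusted p = 3.74e-07). The 4 were chosen on these arrays and are not independent evidence. With nystatin alone *FRE5*, *FET3* and *CYS3* did not pass the test (0.15, 0.10 and 0.13; adjusted p = 0.250, 0.187 and 0.155), and *SUL2* fell by 0.22 (standard error 0.042, adjusted p = 0.0133). The call of *SUL2* ended without untreated control replicate 1 (adjusted p = 0.105), untreated control replicate 2 (0.0710), nystatin replicate 1 (0.0638) or nystatin replicate 2 (0.0922). Genes of glutathione and of cadmium export, listed apart from the paper's choice, went both ways with nystatin plus CdS QDs. Of 20 measured, 13 rose, 6 fell and 1 did not pass (13 and 6 when adjusted over the list alone), and the list was not called (median 0.19, camera adjusted p = 0.0879; adjusted p = 0.368 with an estimated correlation). *VMR1*, a vacuolar transporter gene of metal resistance, rose by 1.89 (standard error 0.041, adjusted p = 1.27e-07), *GPX2*, a glutathione peroxidase gene, by 1.70 (standard error 0.059) and the glutathione transferase gene *GTT2* by 1.42 (standard error 0.044), whereas *GTT1*, another transferase gene, fell, with a log2 fold change of −1.40 (standard error 0.048, adjusted p = 7.29e-07).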

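*PHO5*, for a secreted acid phosphatase, fell by 3.74 log2 units with nystatin plus CdS QDs against the untreated control (standard error 0.053, adjusted p = 4.28e-08, 2 arrays in each group). *IDP3*, for the peroxisomal isocitrate dehydrogenase, fell by 2.61 (standard error 0.056, adjusted p = 1.24e-07) and *ARG1*, for argininosuccinate synthetase, fell by 2.56 (standard error 0.051, adjusted p = 1.05e-07). No probe set is paired with *YBR285W*. The 3 measured genes were selected in the paper on these arrays, so their direction is not independent evidence. Of these, *PHO5* did not pass with nystatin alone (−0.02, standard error 0.053, adjusted p = 0.775), whereas *IDP3* fell by 0.54 (standard error 0.056, adjusted p = 0.00297) and *ARG1* fell by 0.49 (standard error 0.051, adjusted p = 0.00298). Without eBayes moderation the calls of *IDP3* and *ARG1* ended (adjusted p = 0.0550 and 0.0509).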

The down-regulated genes were: *PHO5*, phosphatase induced by phosphate starvation; *IDP3*, which codifies for a peroxisomal NADP-dependent isocitrate dehydrogenase; *ARG1*, involved in the arginine biosynthetic pathway and *YBR285W*, whose gene product function is unknown. Similar conclusions were reported in studies on *Arabidopsis thaliana* and human cells [21,26].

### 3.5. Comparison between Phenomics and Transcriptomics Data

A set of 226 genes (respectively, 112, which were deleted, induced sensitivity, and 114 induced tolerance to CdS QDs) reported in Marmiroli et al. (2016) [16] was compared with the data obtained from the microarray experiments to highlight key genes involved in the response to CdS QDs (Figure 4, Table 1). 

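*FKS1*, for the catalytic subunit of glucan synthase, rose by 1.52 log2 units with nystatin plus CdS QDs against the untreated control (standard error 0.052, adjusted p = 7.21e-07, 2 arrays in each group). *TOS4*, a gene of the G1/S phase, rose by 1.41 (standard error 0.040, adjusted p = 4.00e-07), *SIM1*, of the SUN family, by 1.09 (standard error 0.048, adjusted p = 2.07e-06) and *YKL068W-A*, of unknown function, by 1.31 (standard error 0.058, adjusted p = 2.03e-06). *YGL188C-A* rose too (adjusted p = 8.71e-04), but lay below background on both control arrays, so its fold is known only as at least 1.37-fold. These 5 genes were selected in the paper partly by their rise on these arrays, which is therefore not independent evidence.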

Among those that were both up-regulated and whose deletion was leading to a tolerant phenotype, the following were observed: the genes *SIM1*, that encodes for the SUN family protein (Sim1p, Uth1p, Nca3p, Sun4p) implicated in DNA replication, and mitochondrial biogenesis [40]; *TOS4*, a putative transcription factor, involved in the DNA replication checkpoint response, whose relative distribution into the nucleus increases upon DNA replication stress; *FKS1*, that encodes for the catalytic subunit of 1,3-beta-D-glucan synthase; and *YGL188C-A*, *YKL068W-A,* whose functions are unknown.

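*SPO21*, which encodes a protein of the meiotic spindle pole body, fell by 1.46 log2 units with nystatin plus CdS QDs against the untreated control (standard error 0.053, adjusted p = 9.28e-07, 2 arrays in each group). *YER053C-A*, of unknown function, fell by 1.29 (standard error 0.079, adjusted p = 8.77e-06) and *RSA1*, of 60S ribosome assembly, fell by 1.13 (standard error 0.075, adjusted p = 1.28e-05). No probe set is paired with *YLR194C*. With nystatin alone *SPO21* and *RSA1* did not pass the test (−0.02 and −0.16; adjusted p = 0.808 and 0.168), and *YER053C-A* rose by 0.29 (standard error 0.079, adjusted p = 0.0428). The call of *YER053C-A* ended without untreated control replicate 1 (adjusted p = 0.222), untreated control replicate 2 (0.109), nystatin replicate 1 (0.173) or nystatin replicate 2 (0.0515), without eBayes moderation (0.187) and with the replicates as a block (0.0773). The 3 measured genes were selected in the paper partly by their fall on these arrays.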

Among the genes that resulted significantly in down-regulation thorough the microarray analysis, but whose deletion lead to a tolerant phenotype, we observed the genes: *YER053C-A*, that encodes for a gene product with an unknown function, but whose abundance increases in response to DNA replication stress; *YLR194C*, a structural constituent of the cell wall, whose expression is up-regulated in response to cell wall stress; *SPO21*, which encodes for a component of the meiotic outer plaque of the spindle pole body; and *RSA1*, which is involved in the 60S ribosomal subunits assembly. On the other hand, the genes that resulted in up-regulation and whose deletion lead to a sensitive phenotype were: *PHO92*, a post-transcriptional regulator of the phosphate metabolism; regulating Pho4 mRNA stability by binding to Pho4’s 3’UTR in a phosphate-dependent manner; *TPO2*, that encodes for a polyamine transporter of the major facilitator superfamily protein; *DOG1*, *DOG2*, which are respectively members of a low molecular weight phosphatases family, induced by oxidative and osmotic stress; *MID2*, which encodes for a O-glycosylated plasma membrane protein that acts as a sensor for cell wall integrity signaling; *TOM5*, a component of the TOM (Translocase of Outer Membrane) complex; responsible for the recognition and import of all mitochondrial directed proteins [20], and *RAX2*, a N-glycosylated protein involved in budding. 

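Of these 7 genes 6 rose with nystatin plus CdS QDs against the untreated control. *RAX2* rose by 1.59 log2 units (standard error 0.069, adjusted p = 1.87e-06), *MID2* by 1.35 (standard error 0.072, adjusted p = 4.44e-06), *TOM5* by 1.06 (standard error 0.049, adjusted p = 2.42e-06), *DOG2* by 1.06 (standard error 0.043, adjusted p = 1.48e-06) and *DOG1* by 0.77 (standard error 0.065, adjusted p = 3.79e-05). *PHO92* rose by 1.61 (standard error 0.27, adjusted p = 0.00126), with a wide spread between its 2 CdS QDs arrays (5.16 ± 0.687, SD). *TPO2* did not pass on the brighter of its probe sets (log2 fold change 0.13, standard error 0.053, adjusted p = 0.055). The brighter probe sets of *TPO2* and *DOG2* may also bind other transcripts, as their suffix tells. The other probe set of *TPO2*, without that suffix, rose by 1.65 (standard error 0.056, adjusted p = 6.93e-07), and that of *DOG2* by 1.61 (standard error 0.13, adjusted p = 2.91e-05). On the brighter one *TPO2* passed with an intensity trend in the variance (adjusted p = 0.0349), with the replicates as a block (adjusted p = 0.0397), after repeated quantile normalization (adjusted p = 0.0394) and without nystatin + CdS QDs replicate 1 (log2 fold change 0.19, adjusted p = 0.0162). The study chose these genes partly on these arrays, so their rise is not independent evidence. Of 26 genes of mitochondrial protein import, to which *TOM5* belongs, 18 rose, 4 fell and 4 did not pass (18 and 4 when adjusted over the list alone), with a median of 0.30, camera adjusted p = 0.00347, and adjusted p = 0.368 with an estimated correlation. *TOM7*, another small subunit of the outer membrane translocase, rose by 1.00 (standard error 0.056) and *TIM8*, a chaperone of the intermembrane space, by 0.97 (standard error 0.047).

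**Figure D4:**
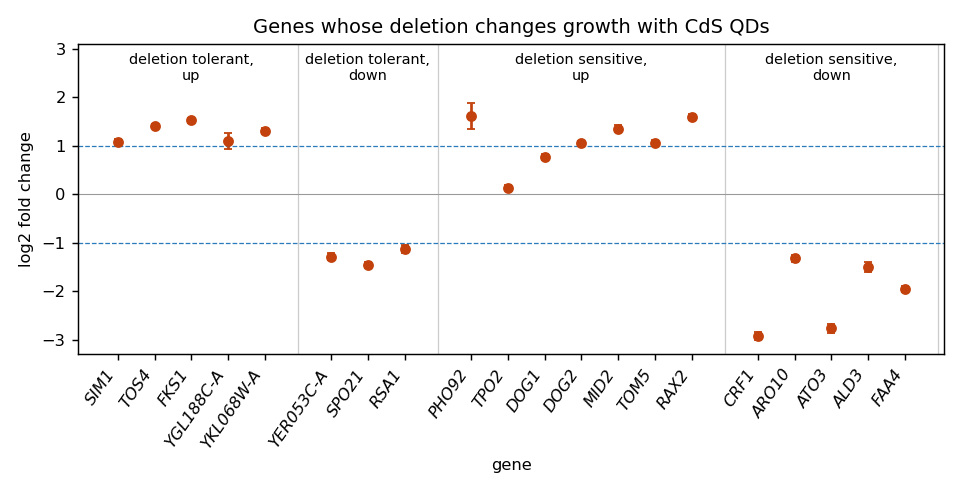
Log2 fold changes with nystatin plus CdS QDs against the untreated control (bars, standard error from limma; 2 arrays in each group) of 20 genes grouped by the effect of their deletion on growth with CdS QDs; dashed lines mark 1 and −1. *TPO2* lies at 0.13 and *CRF1* at −2.93; *YGL188C-A* was below background in the control, where only at least 1.37-fold can be stated.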

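*CRF1*, for a co-repressor of ribosomal protein genes, fell by 2.93 log2 units with nystatin plus CdS QDs against the untreated control (standard error 0.080, adjusted p = 3.39e-07, 2 arrays in each group). *ATO3*, of ammonia export, fell by 2.77 (standard error 0.096, adjusted p = 7.49e-07), *FAA4*, for a long-chain acyl-CoA synthetase, fell by 1.96 (standard error 0.061, adjusted p = 5.26e-07) and *ALD3*, for a stress-induced aldehyde dehydrogenase, fell by 1.50 (standard error 0.10, adjusted p = 1.25e-05). *ARO10*, for a decarboxylase of amino acid breakdown, fell by 1.32 (standard error 0.0745, adjusted p = 5.95e-06). No probe set is paired with *YEL020C*. These 5 genes were selected in the paper partly by their fall on these arrays, which is not independent evidence of it.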

Among those genes that showed both down-regulation and whose deletion resulted in a sensitive phenotype were observed: *CRF1*, a transcriptional co-repressor involved in the repression of ribosomal protein gene transcription; *ARO10*, which encodes for a phenylpyruvate decarboxylase involved in protein N-terminal methionine and alanine catabolism; *ATO3*, a plasma membrane protein, putatively involved in the ammonia export from the cell; *ALD3*, a cytoplasmic aldehyde dehydrogenase, involved in beta-alanine synthesis, whose expression is induced by stress and repressed by glucose [16]; *FAA4*, a long chain fatty acyl-CoA synthetase; and *YEL020C*, whose gene product has an unknown function.

### 3.6. Confirmation of Growth Characteristics in a Pool of Selected Mutants

The entire set of haploid barcoded deletion mutants described by Marmiroli et al. (2016) and Pasquali et al. (2017) [16,20] were confirmed for their growth characteristics, and a pool of selected tolerant and sensitive mutants with particularly interesting features were chosen for further characterization (Tables S7 and S8). The growth phenotype was also monitored with carbon sources other than glucose, in YP and SC media supplemented with CdS QDs (Tables S7 and S8). The treatment with CdS QDs in SC occurred in the absence of nystatin and the results on the sensitivity/tolerance of the selected pool of mutants were confirmed (Tables S7 and S8).

### 3.7. Physiological and Molecular Tests on a Pool of Selected Tolerant and Sensitive Mutants

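Among the genes of the 6 deletion mutants, *DSK2*, which encodes a ubiquitin receptor that shuttles proteins to the proteasome, had the smallest change with nystatin plus CdS QDs. It rose by 0.33 log2 units against the untreated control (standard error 0.047, adjusted p = 6.07e-04, 2 arrays in each group), below the threshold of 1. The other 5 genes, *ALD3*, *TOM5*, *FKS1*, *SPO21* and *SIM1*, were past it. From nystatin to nystatin plus CdS QDs, *FKS1* rose by 1.45 (standard error 0.052, adjusted p = 8.94e-07), *SIM1* by 1.09 (standard error 0.048, adjusted p = 2.20e-06), *TOM5* by 0.68 (standard error 0.049, adjusted p = 2.02e-05) and *DSK2* by 0.37 (standard error 0.047, adjusted p = 3.08e-04). In the same comparison *ALD3* fell by 1.79 (standard error 0.10, adjusted p = 5.89e-06) and *SPO21* fell by 1.44 (standard error 0.053, adjusted p = 1.03e-06).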

Three sensitive mutants and three tolerant mutants were considered on the basis of the expression of the corresponding deleted gene in the wild type condition in the presence of CdS QDs. In these mutants, the glutathione state was compared in the wild type and mutants, tolerant or sensitive to CdS QDs. The data reported in Figure 5, Tables S7 and S8, showed a similar decrease in the GSH/GSH+GSSG ratio in all of the treated samples in both the tolerant and sensitive mutants. This trend indicated a general increase in the formation of the glutathione oxidized form. This increase however was smaller in the tolerant mutants, especially for *spo21* (Figure 5a). In parallel, mutants were transformed with a plasmid expressing a Red Fluorescent Protein (RFP), which localizes in the mitochondria. This allowed in vivo a direct observation of the organelles morphology. The results obtained revealed that the percentage of filamentous mitochondria (normal and functional) [20] diminished when cells were treated with CdS QDs, but in oxidative stress resistant mutants (e.g., *sim1*) this reduction was smaller (Figure 5b). Of interest was the behaviour of *tom5*, a sensitive mutant, that without CdS QDs had a very low amount of morphologically normal and functional mitochondria, that almost disappeared when exposed to CdS QDs (Figure 5b). Nitric oxide (NO), another indicator of cell stress, did not change after the treatment in either the tolerant mutants or the wild type (Table S8).

## 4. Discussion

### 4.1. Sub-Inhibitory Concentration of Nystatin Did Not Influence Yeast Response to CdS QDs

The growth phenotype (GP) and the growth characteristics of the wild type and selected mutants did not change in the presence or absence of nystatin (YPD + Nyst and SC), in complete (YP) media with fermentable (dextrose and galactose) or oxidizable (glycerol) carbon sources (Tables S7 and S8). Moreover, the utilization of nystatin did not significantly perturb the differentially expressed genes. 

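Below the threshold on the fold, more genes moved with nystatin alone. Genes of fatty acid oxidation and the peroxisome were lower, with 18 of 27 that fell, none that rose and 9 that did not pass (20 fell when adjusted over the list alone), a median log2 fold change of −0.39, camera adjusted p = 8.94e-09, and adjusted p = 0.411 with an estimated correlation. *YAT2*, for a carnitine acetyltransferase, fell by 0.62 (standard error 0.055, adjusted p = 0.00207). Mitochondrial ribosomal protein genes were higher, with 32 of 66 that rose, 1 that fell and 33 that did not pass (43 and 1 when adjusted over the list alone), a median of 0.20, camera adjusted p = 1.02e-13, and adjusted p = 0.262 with an estimated correlation. *MRPL44* rose by 0.35 (standard error 0.044, adjusted p = 0.00445). Among 29 genes of nitrogen catabolite repression 13 fell, 2 rose and 14 did not pass (14 and 3 when adjusted over the list alone; median −0.23; camera adjusted p = 1.15e-04; adjusted p = 0.469 with an estimated correlation). Among 26 genes of ergosterol synthesis, the sterol that nystatin binds, 9 rose, 1 fell and 16 did not pass (11 and 1 when adjusted over the list alone; median 0.11; camera adjusted p = 0.0017; adjusted p = 0.293 with an estimated correlation). Over all probe sets 570 rose and 627 fell, 21.8% of those tested, and 1097 of these 1197 changed by less than 0.5 log2 units. With nystatin plus CdS QDs 75.4% of all probe sets changed, so a large overlap would arise in any case, and shared control arrays by themselves favour the same sign. Of the 1197 that changed with nystatin alone, 1015 also changed with nystatin plus CdS QDs, 684 with the same and 331 with the opposite sign, in comparisons that share the control arrays. The number that changed rests on the arrays and the fit: it was 168 without untreated control replicate 1, 231 without untreated control replicate 2, 414 without nystatin replicate 1, 191 without nystatin replicate 2, 189 with no eBayes moderation and 52 over all probe sets on the array. The list counts draw on the same calls, while the camera calls of these 4 lists held with each array left out.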

After the treatment with nystatin only, 8 genes were up or down regulated above or below the fixed threshold (+1;−1); their functions were related to the general stress response, transcription, and glucose metabolism; three genes were encoded for proteins of unknown functions. 

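With nystatin alone, 9 of 35 genes of the general stress response rose, 1 fell and 25 did not pass (9 and 1 when adjusted over the list alone), with a median log2 fold change of 0.08, camera adjusted p = 0.00375, and adjusted p = 0.262 with an estimated correlation. *HSP30*, for a stress-induced membrane protein that is not on that list, rose by 0.81 (standard error 0.050, adjusted p = 5.17e-04). Of 19 genes of glycolysis and fermentation, 8 rose, none fell and 11 did not pass (13 when adjusted over the list alone), with a median of 0.17, camera adjusted p = 8.63e-06, and adjusted p = 0.262 with an estimated correlation. Of 18 genes of hexose transport and glucose signalling, 5 fell, 2 rose and 11 did not pass (7 and 4 when adjusted over the list alone), with a median of −0.12 and camera adjusted p = 0.0444, and adjusted p = 0.293 with an estimated correlation. *HXT4*, another glucose transporter gene, rose by 0.36 (standard error 0.051, adjusted p = 0.00619). The call of *HXT4* ended without untreated control replicate 1 (adjusted p = 0.0642), untreated control replicate 2 (0.0532) or nystatin replicate 2 (0.0515), and without eBayes moderation (0.0668). The call of the hexose list ended without untreated control replicate 2 (adjusted p = 0.0531) and without either nystatin + CdS QDs array (adjusted p = 0.0777 each), and after repeated quantile normalization (adjusted p = 0.0914), in a range of 0.0331 to 0.0914 over 10 alternatives.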

From a physiological point of view, nystatin and CdS QDs are both inhibitors of yeast growth and proliferation. Their action is synergic and can be modulated by the ratio between the amount of nystatin and the one of CdS QDs. This may open some perspective in the search for new agents, or combinations, to stop yeast growth in pathogenic conditions.

### 4.2. Cadmium Ion Response Comparison

An analysis of the data of the gene expression underlined the small overlap (1.3%; 8 out of 622 genes) between the Cd^2+^ and CdS QDs’ response. These results confirm what was observed in yeast in *Arabidopsis thaliana* and in human cells [16,21,26]. This finding, with the observation that in the growth medium CdS QDs are highly stable, indicates that the pattern of the response depends specifically on the nanomaterial [16,20].

Moreover, these results pointed to the fact that the transcriptional response to some ENMs and the one to the corresponding ion can be very different, a result reported also when other ENMs were studied [41,42].

### 4.3. Biological Function of the Genes Involved in the Response of Yeast to CdS QDs

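Genes of stress defence went different ways with nystatin plus CdS QDs against the untreated control. Among 25 chaperone genes, 19 rose, 2 fell and 4 did not pass (19 and 2 when adjusted over the list alone), with a median log2 fold change of 0.40, camera adjusted p = 2.39e-04, and adjusted p = 0.426 with an estimated correlation. *HSP30* and *HSP31*, stress-induced genes, each rose by 1.29 (standard errors 0.050 and 0.048; adjusted p = 1.17e-06 and 9.55e-07), and *CPR6*, an Hsp90 co-chaperone gene, rose by 1.16 (standard error 0.051, adjusted p = 2.00e-06). Among 19 genes of defence against peroxide and superoxide, under the regulators Yap1 and Skn7, 11 rose, 7 fell and 1 did not pass (11 and 7 when adjusted over the list alone). That list was not called (camera adjusted p = 0.470; adjusted p = 0.671 with an estimated correlation), and its median was 0.17 while its mean was −0.01. *OYE3*, for an NADPH oxidoreductase, rose by 2.54 (standard error 0.072, adjusted p = 3.86e-07) and *AHP1*, for a peroxiredoxin, by 0.91 (standard error 0.049, adjusted p = 4.99e-06), whereas *CTA1*, for the peroxisomal catalase, fell by 1.97 (standard error 0.083, adjusted p = 1.73e-06). Part of these rises was present with nystatin alone, where *HSP30* rose by 0.81 and *OYE3* was at 0.60. There 3 of the 25 chaperone genes rose and 4 fell, and 5 of the 19 genes under Yap1 and Skn7 rose and 3 fell. From nystatin to nystatin plus CdS QDs 21 chaperone genes rose and 2 fell.

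**Figure D5:**
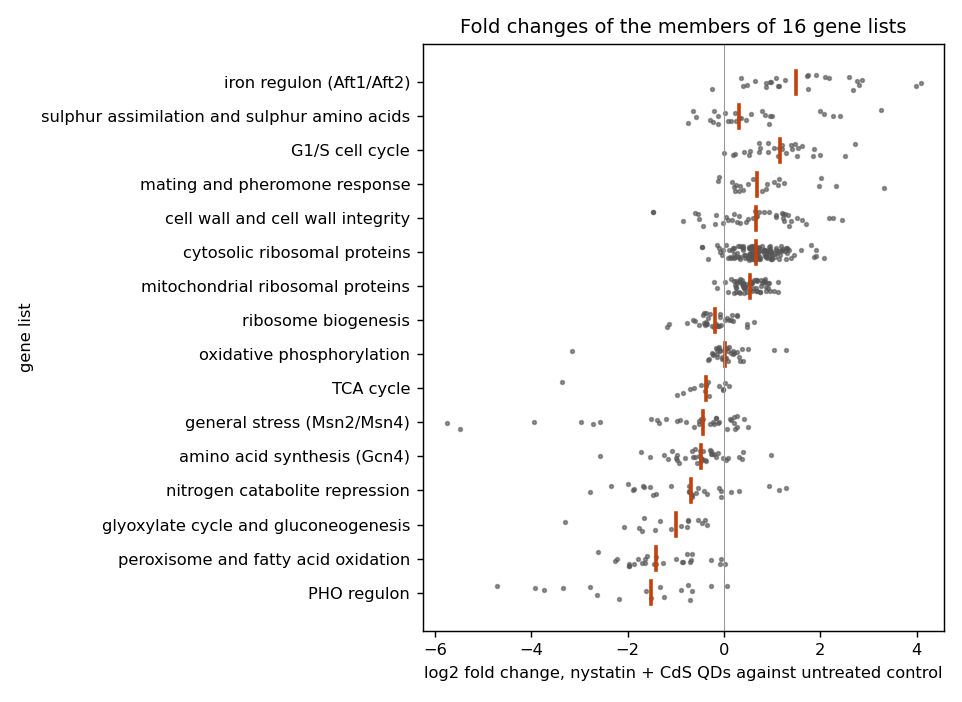
Log2 fold changes with nystatin plus CdS QDs against the untreated control of the members of 16 gene lists (dots, 1 per gene; vertical lines, medians), scattered in height for display. The median is 1.49 for the iron regulon, 1.17 for G1/S genes and −1.51 for the PHO regulon. An adjusted p by camera under 0.05 was lost with an estimated correlation in every list that had one. That test rests on 3 residual degrees of freedom and had little power. Where the estimated correlation lay above the preset of 0.01, as for cytosolic ribosomal proteins (0.455), the p with the preset may be too small.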

The main GO biological processes enriched from the microarray analyses were: ion transport, response to general stress, cell wall organization, metabolic functions, and regulation of the cell cycle. These processes constituted the “core response” to CdS QDs, and were also observed in different model organisms from simple to higher eukaryotes, as well as in human cells [16,21,26]. The preservation of the main response functions, even though not accompanied by the conservation of specific genes across the different species (especially when considering phylogenetically distant organisms), highlighted the importance of yeast as a fundamental biological resource for in vivo-in vitro nanotoxicology studies [20].

From a physiological and molecular point of view, it has been demonstrated that ENMs increase the Reactive Oxygen Species (ROS) production within the cells. These excessive ROS interact negatively with all cell compartments, in particular affecting cell membranes and the energy production at the level of the mitochondria [43]. However, it remains unclear whether the generation of intracellular ROS could derive only from a direct interaction at the level of the mitochondria or if the ROS production at the level of the cytosol was also involved [43]. Measures of the cell redox state utilizing parameters related to the GSH oxidation state confirmed that in both tolerant and sensitive mutants, treated with CdS QDs, the oxidation level of glutathione was higher than in the not treated control (Figure 5, Tables S7 and S8). The oxidative stress response, in yeast, can be considered a biomarker of the exposure to CdS QDs, whose behaviour is dependent on the ENM physico-chemical characteristics (e.g., particle size, surface charge, composition, stability, aggregation, and presence of coating), on the conditions of the treatment and, more importantly, on the organism [28,43]. Considering these parameters, the literature reports several examples in which, for instance, Au ENMs was able to stimulate oxidative stress [23], whereas Ag or ZnO ENMs’ response was independent from a direct oxidative response pathway, but dependent mainly on the ENMs’ stability [44,45].

Other relevant processes found to be strictly related to the core response were the protein synthesis, TCA cycle, and nitrogen metabolism. In particular, as reported by the recent literature [20,43], those processes might be associated to the mitochondrial functionality, confirming that mitochondria are a preferential target of ENMs [22,46] and specifically of CdS QDs [16,21]. 

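Genes that serve growth on ethanol and acetate were lower with nystatin plus CdS QDs, while those of the respiratory chain went both ways. All 16 genes of the glyoxylate cycle and gluconeogenesis fell (16 when adjusted over the list alone), with a median log2 fold change of −0.99, camera adjusted p = 2.65e-06, and adjusted p = 0.218 with an estimated correlation. *ICL1* and *MLS1*, for the enzymes of the glyoxylate cycle, fell by 2.08 (standard error 0.055, adjusted p = 3.06e-07) and fell by 1.76 (standard error 0.051, adjusted p = 4.12e-07), and *SIP4*, an activator of gluconeogenic genes, fell by 1.66 (standard error 0.058). In the TCA cycle the succinyl-CoA ligase genes *LSC1* and *LSC2* fell by 0.86 (standard error 0.046, adjusted p = 4.51e-06) and fell by 0.62 (standard error 0.046, adjusted p = 2.05e-05). Among 36 genes of oxidative phosphorylation 13 rose, 9 fell and 14 did not pass (13 and 9 when adjusted over the list alone), and the list was not called (median 0.02, camera adjusted p = 0.562; adjusted p = 0.888 with an estimated correlation). *CYC7*, for a cytochrome c isoform, rose by 1.28 (standard error 0.077, adjusted p = 7.70e-06) and *NDE1*, for an external NADH dehydrogenase, by 1.04 (standard error 0.041, adjusted p = 1.29e-06). With nystatin alone *CYC7* was already at 0.82, and from nystatin to nystatin plus CdS QDs it was at 0.46. Of the 36 genes 1 rose and 1 fell with nystatin alone. The mean difference between 3' and 5' signal of the control genes lay 0.106 above the range of the other 4 arrays on the CdS QDs arrays, a range 0.0596 wide.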

There is strong experimental evidence that the CdS QDs-induced ROS and oxidative stress lead directly to a mitochondrial-mediated cell apoptosis. As described by Pasquali et al. (2017) [20], CdS QDs hinder the mitochondrial functionality, triggering a cytochrome-c dependent apoptotic mechanism, observed also in HepG2 human cells [21]. Moreover, the regulation of the sexual reproduction seems to be considerably involved in the CdS QDs’ response and related closely to nitrogen starvation [47].

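Genes of meiosis and sporulation, which haploid cells hardly use, went both ways with nystatin plus CdS QDs against the untreated control. Of 24 measured, 13 rose, 10 fell and 1 did not pass (13 and 10 when adjusted over the list alone). The list was not called (camera adjusted p = 0.941; adjusted p = 0.978 with an estimated correlation), and its median log2 fold change was 0.22 while its mean was −0.42 and the test pointed down. *NDT80*, the master regulator of meiotic genes, fell by 1.83 (standard error 0.057, adjusted p = 5.14e-07) and *OSW2*, of the spore wall, fell by 2.13 (standard error 0.066, adjusted p = 5.26e-07). *STE3*, the receptor gene for the a-factor in alpha cells, rose by 0.24 (standard error 0.059, adjusted p = 0.00863), a call that ended without untreated control replicate 1 (adjusted p = 0.0545) and with no eBayes moderation (adjusted p = 0.0528). Among 7 genes specific to the other mating type, a check for cells other than BY4742, 4 fell, 2 rose and 1 did not pass (4 and 2 when adjusted over the list alone), and the list was not called (median −0.20, camera adjusted p = 0.479; adjusted p = 0.671 with an estimated correlation). Of these *STE2*, the receptor gene for alpha-factor, fell by 1.10 (standard error 0.085, adjusted p = 2.58e-05) and *STE6*, the a-factor exporter gene, fell by 0.94 (standard error 0.0625, adjusted p = 1.29e-05). *STE3* rose with nystatin alone by nearly as much as with nystatin plus CdS QDs, 0.20. From nystatin to nystatin plus CdS QDs it was at 0.03 and did not pass.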

Observing in vivo fluorescently labelled mitochondria, it was clear how these structures were impaired by CdS QDs: upon treatment, their structure becomes increasingly punctuated instead of filamentous (Figure 5, Tables S7 and S8). Indeed, each strain could display a different basal level of mitochondria filaments, which was minimal in the *tom5* sensitive mutant, which has a low level of mitochondrial function. The amount of filamentous mitochondria upon treatment with CdS QDs seems to decrease more in the sensitive than in the tolerant mutants (Figure 5b, Tables S7 and S8).

### 4.4. Comparison between Phenomic and Transcriptomic Data

The genes obtained from the array analysis were compared with those associated with the growth screening [16] (Figure 4). The two groups of genes that were up- and down-regulated showed different types of correlation between the level of the gene expression in the microarray and the growth phenotype associated with some genes in the knock-out mutants (Figure 4, Table 1). Each of these groups is composed of two sets: in one the level of the expression of the gene is coherent with the observed growth phenotype (both a tolerant phenotype and an up-regulated gene, or a sensitive phenotype and a down-regulated gene), in the other group there is an apparent separation between the level of gene expression and the observed growth phenotype (a tolerant phenotype and a down-regulated gene or a sensitive phenotype with an up-regulated gene). The last two categories in which the two screenings gave results, which were clearly in “repulsion”, are particularly interesting.

Regarding those genes that were up-regulated, but whose deletion produced a tolerant phenotype (Table 1, + +), excluding *YGL188C-A*, *YKL068W-A* with a still unknown function, *SIM1*, *TOS4*, and *FKS1* were putatively involved in common processes related to the regulation of cellular duplication at different levels (from DNA to the cell wall) [48]. That might be explained by the fact that the CdS QDs’ stress can stimulate different types of responses, including cell division. The tolerant phenotypes of the knock-out mutants compared with the wild type strain are more difficult to explain. Tentatively, it might be related to the gene duplication of *SIM1*, *TOS4* and *FKS1*, which makes their functions apparently not essential. However, as reported by Pasquali et al. (2017) [20], *FKS1* has been found to have a key role in the mitochondrial integrity and functionality under CdS QDs’ response. Furthermore, the deletion of *sim1* resulted in oxidative stress resistance (Figure 5), which might suggest how the response to ROS is predominant in CdS QD exposure [16,43].

In the case of down-regulated genes, whose deletion produced tolerant phenotypes as compared to the wild type strain (*YER053C-A*, *YLR194C*, *SPO21*, *RSA1*)(Table 1, + −), the functions and processes in which their gene products are involved were similar to those observed for the set of up-regulated genes and tolerant phenotypes: stress related-DNA duplication and cell wall integrity. Interestingly, the effects on the expression of this set of genes seemed to be contrary to what was expected during the stress conditions, according to their functions. This might suggest that the presence of possible pathways is able to complement the role of these genes in the wild type strain, as confirmed by the knock-out mutants, in which tolerant phenotypes were observed.

The up-regulated genes in the wild type strain, but whose deletion produced sensitive phenotypes, were: *PHO92*, *TPO2*, *DOG1*, *DOG2*, *MID2*, *TOM5*, and *RAX2* (Figure 4, Table 1, − +). Concerning the Dog1 and Dog2 gene products, which are involved in the general response to osmotic and oxidative stress, they maintained the general trend of the oxidative stress response shown during the CdS QD exposure. Mid2 protein is a fundamental component of the cell wall that acts as a sensor of abiotic stress, specifically in relation to the integrity at the level of the cellular membrane, whose importance in CdS QDs’ response has already been mentioned above. *PHO92* and *TPO2* are implicated respectively in the regulation of the response to phosphate starvation and polyamine export, across different organisms, whose functions are considered one of the main indicators of ENMs’ stress [49,50]. Rax2 protein is implicated, in budding processes that, as in the case of Spo21, have been highlighted in CdS QDs’ exposure. *TOM5* is a major regulator of mitochondrial protein trafficking, evidencing consistently the importance of the mitochondrion in the response to CdS QDs and to ENMs, in general. Indeed, its absence causes different mitochondria morphologies characterized by the presence of fewer filaments that almost disappear upon treatment with CdS QDs (Figure 5).

The genes that are down-regulated in the wild type strain, and whose deletion produced sensitive phenotypes (Table 1, − −), were: *CRF1*, *ARO10*, *ATO3*, *ALD3*, *FAA4*, and *YEL020C*, the latter having an unknown function. Aro10, Faa4 and Ald3 proteins showed cytoplasmic key roles in metabolic activities strongly regulated by abiotic stress. The Ato3 protein is implicated, as in the case of the Tpo2 protein, in the nitrogen compounds export. Crf1 is a co-repressor that has been found to be involved in the regulation of ribosomal proteins expression. 

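*CRF1* had a log2 RMA value of 7.03 ± 0.081 (SD, n = 2 arrays) in the untreated control, 7.03 ± 0.101 (SD, n = 2) with nystatin and 4.10 ± 0.125 (SD, n = 2) with nystatin plus CdS QDs, a 7.60-fold decrease against the untreated control. Among the ribosomal protein genes, *RPL33B* rose by 1.91 log2 units in that comparison (standard error 0.052, adjusted p = 3.39e-07), *RPL22B* by 1.82 (standard error 0.060, adjusted p = 6.41e-07), *RPL37A* by 1.36 (standard error 0.042, adjusted p = 5.02e-07) and *RPS26B* by 1.31 (standard error 0.042, adjusted p = 6.06e-07). From nystatin to nystatin plus CdS QDs, 109 of 128 such genes rose, 7 fell and 12 did not pass (109 and 8 when adjusted over the list alone), with a median of 0.56, camera adjusted p = 5.21e-14, and adjusted p = 0.387 with an estimated correlation.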

Its down-regulation suggested a promotion of protein synthesis during CdS QDs’ response; however, Crf1 has been found to be a strain specific regulator [51], which makes it more complex to fit this gene into a possible systemic mechanism of response to CdS QDs.

## 5. Conclusions

CdS QDs’ response, and more generally the response to ENMs, has been thoroughly investigated across different species, from bacteria to human [42,43,52,53]. The results obtained clearly showed how CdS QDs triggered unique response mechanisms (e.g., the response to abiotic stimuli and cellular compartment organization), when acompared with those related to the Cd^2+^ ion alone. This underlines the importance of distinguishing between the effects given by the different forms of metal-based compounds (bulk, ion, nano) [16,28]. This point becomes fundamental, when also considering the QDs’ physico-chemical properties (size, surface charge, composition, stability, aggregation) related to the nano form compared to the bulk and ion forms, along with the possible scenarios of environmental and human exposure [5,19,54,55].

Yeast, as a single cell eukaryotic organism, has been used for multidisciplinary approaches involving mutant growth phenotypes screening and high-throughput genomic, transcriptomic, and proteomic analyses. Considering the preservation of cellular (and mitochondrial) functions with higher eukaryotes and humans [16,20,21], yeast can be regarded as a versatile and robust biological tool for targeted toxicological strategies. Furthermore, many human diseases can be associated with dysfunctions at the cellular or mitochondrial level, such as cancer, diabetes, and cardiovascular or neurodegenerative diseases [24,56,57]. The comparison of different methodologies, from genomic to phenotypic screening, opens up the possibility of a more thoughtful comparison between in vivo and in vitro results.

## Figures and Tables

**Figure 1:**
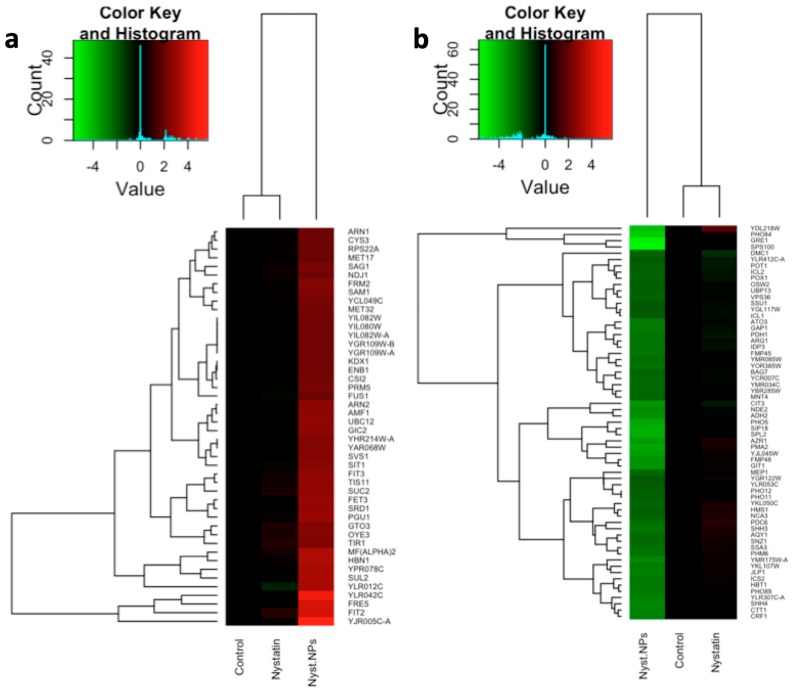
Heatmaps of the (**a**) up-regulated and (**b**) down-regulated genes highlighted from the microarray data analyses (fixed thresholds of +2;−2). Control untreated, Nystatin (0.25 mg·L^−1^) and Nystatin (0.25 mg·L^−1^) supplemented with CdS QDs (100 mg·L^−1^).

**Figure 2:**
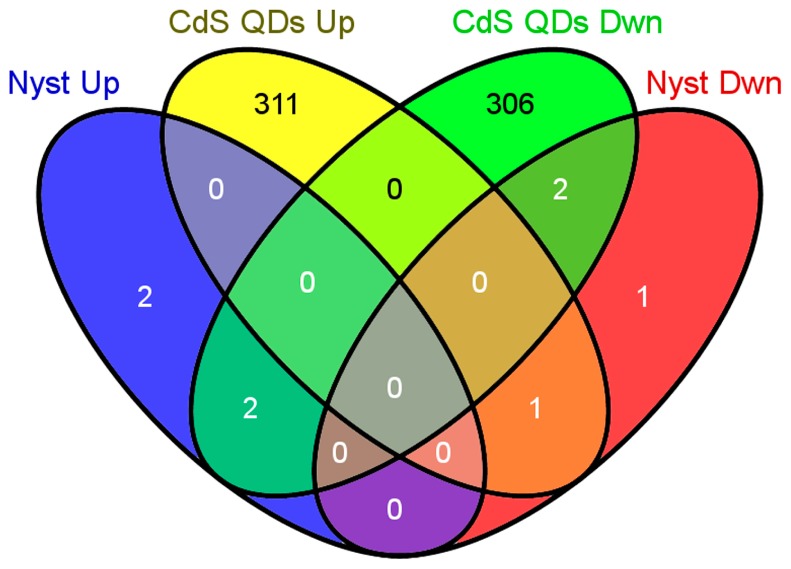
Venn’s diagram representing the overlap between up- and down-regulated genes (fixed thresholds of +1;−1) with nystatin alone and with nystatin supplemented with CdS QDs. The comparison of the four classes highlights a scant overlap between the two conditions of treatment.

**Figure 3:**
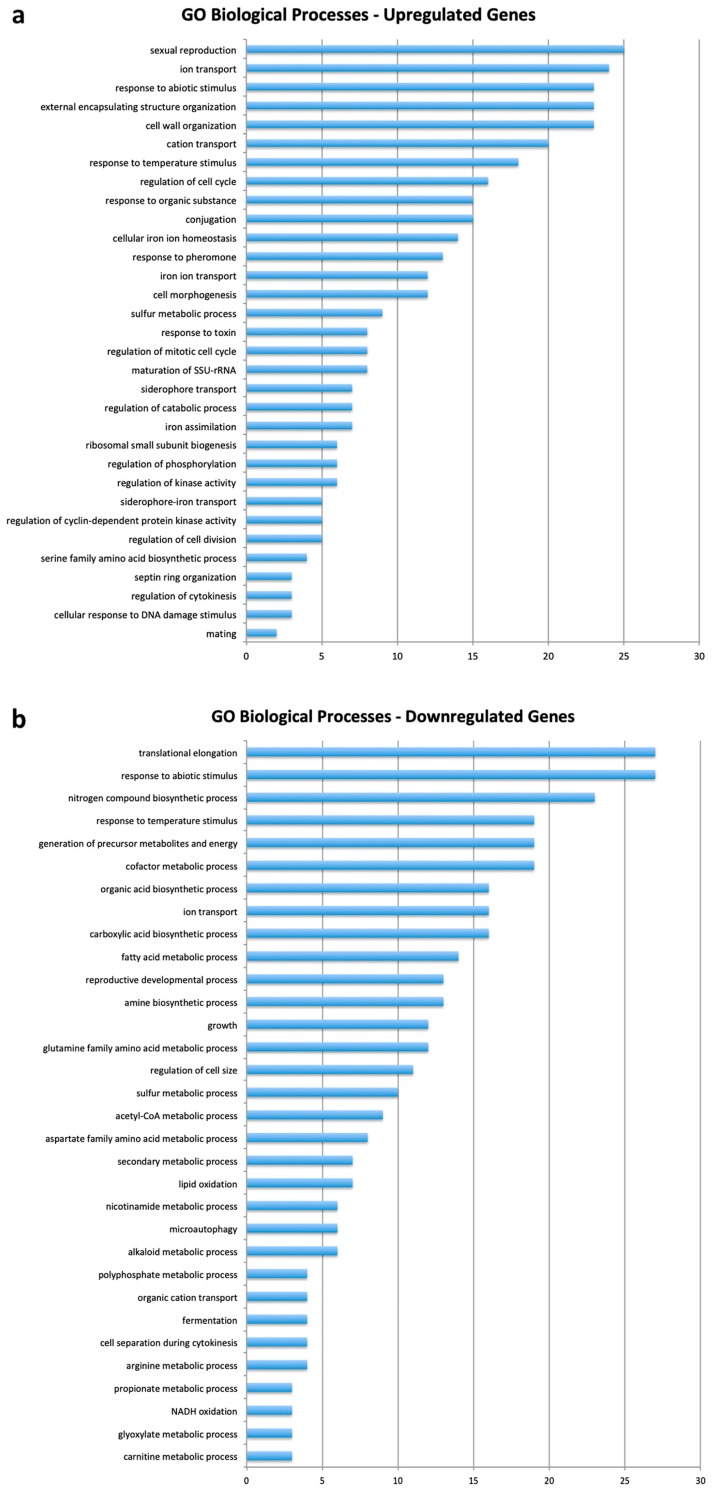
GO biological processes of (**a**) up- and (**b**) down-regulated genes derived from the microarray analysis (fixed thresholds of +1;−1).

**Figure 4:**
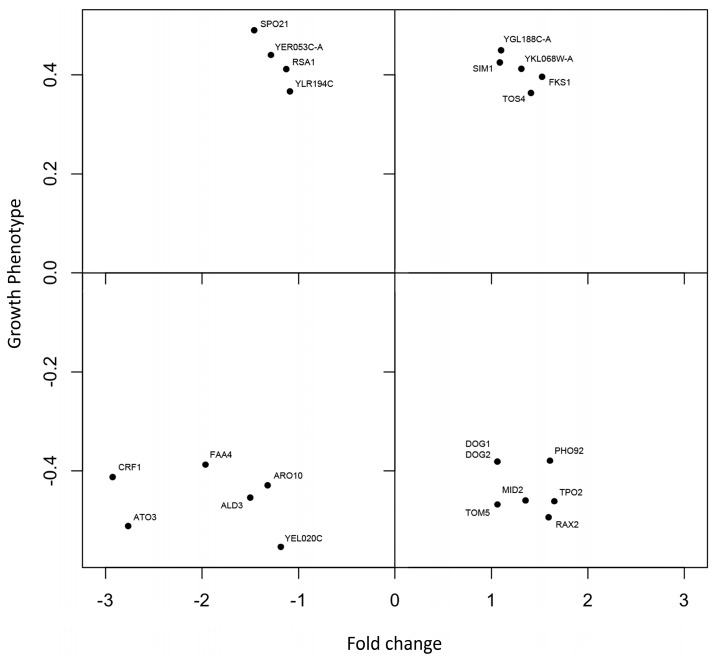
Scatter plot representing the comparison between the fold change (increase/decrease) in gene expression, from microarray analyses, and the growth phenotype (GP) knock-out mutant screening, expressed as tolerant and sensitive phenotypes [16].

**Figure 5:**
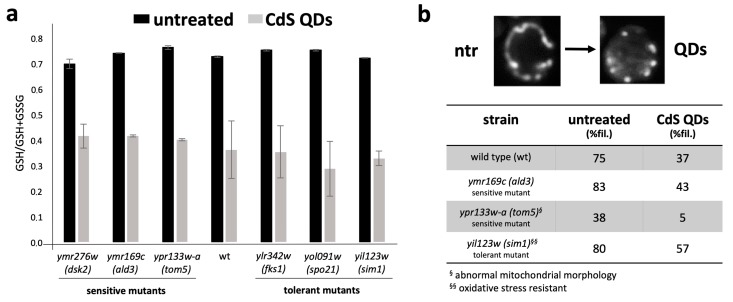
(**a**) Histogram reporting the GSH/GSH+GSSG ratio in wild type yeast cells and in tolerant or sensitive mutants. Untreated (black, ntr), treated (grey, QDs) with 50 mg·L^−1^ of CdS QDs. (**b**) Top: pictures depicting the percent of filamentous mitochondria in untreated and treated (50 mg·L^−1^) cells, respectively. The cells were transformed with a plasmid expressing mitochondrial RFP [20]. Bottom: table indicating the percentage of filamentous mitochondria in untreated (ntr) and treated (QDs) yeast samples.

**Table 1:** Genes selected after the comparison of the phenotype screening and microarray analysis, represented in Figure 4. (+ +) genes that showed a tolerant knock-out phenotype and were up-regulated in the wild type strain; (+ −) genes that showed a tolerant knock-out phenotype and were down-regulated in the wild type strain; (− +) genes that showed a sensitive knock-out phenotype and were up-regulated in the wild type strain; (− −) genes that showed a sensitive knock-out phenotype and were down-regulated in the wild type strain.

Gene ID	Function
**+ +**	
*FKS1*	Catalytic subunit of 1,3-beta-D-glucan synthase; functionally redundant with alternate catalytic subunit Gsc2p; binds to regulatory subunit Rho1p; involved in cell wall synthesis and maintenance; localizes to sites of cell wall remodeling; FKS1 has a paralog, GSC2, that arose from the whole genome duplication
*SIM1*	Protein of the SUN family (Sim1p, Uth1p, Nca3p, Sun4p); may participate in DNA replication; promoter contains SCB regulation box at −300 bp indicating that expression may be cell cycle-regulated; SIM1 has a paralog, SUN4, that arose from the whole genome duplication
*TOS4*	Putative transcription factor, contains Forkhead Associated domain; found associated with chromatin; target of SBF transcription factor; expression is periodic and peaks in G1; involved in DNA replication checkpoint response; interacts with Rpd3 and Set3 histone deacetylase (HDAC) complexes; APCC(Cdh1) substrate; relative distribution to the nucleus increases upon DNA replication stress; TOS4 has a paralog, PLM2, that arose from the whole genome duplication
*YGL188C-A*	Unknown function
*YKL068W-A*	Unknown function
**+ −**	
*RSA1*	Protein involved in the assembly of 60S ribosomal subunits; functionally interacts with Dbp6p; functions in a late nucleoplasmic step of the assembly
*SPO21*	Component of the meiotic outer plaque of the spindle pole body; involved in modifying the meiotic outer plaque that is required prior to the prospore membrane formation; SPO21 has a paralog, YSW1, that arose from the whole genome duplication
*YER053C-A*	Unknown function; green fluorescent protein (GFP)-fusion protein localizes to the endoplasmic reticulum; protein abundance increases in response to DNA replication stress
*YLR194C*	Structural constituent of the cell wall; attached to the plasma membrane by a GPI-anchor; expression is up-regulated in response to cell wall stress
**− +**	
*DOG1*	2-deoxyglucose-6-phosphate phosphatase; member of a family of low molecular weight phosphatases; confers 2-deoxyglucose resistance when overexpressed, in vivo substrate has not yet been identified; DOG1 has a paralog, DOG2, that arose from a single-locus duplication
*DOG2*	2-deoxyglucose-6-phosphate phosphatase; member of a family of low molecular weight phosphatases, induced by oxidative and osmotic stress, confers 2-deoxyglucose resistance when overexpressed; DOG2 has a paralog, DOG1, that arose from a single-locus duplication
*MID2*	O-glycosylated plasma membrane protein; acts as a sensor for cell wall integrity signaling and activates the pathway; interacts with Rom2p, a guanine nucleotide exchange factor for Rho1p, and with the cell integrity pathway protein Zeo1p; MID2 has a paralog, MTL1, that arose from the whole genome duplication
*PHO92*	Posttranscriptional regulator of phosphate metabolism; facilitates PHO4 mRNA degradation by interacting with Pop2p; regulates PHO4 mRNA stability by binding to PHO4’s 3’UTR in a phosphate-dependent manner; contains highly conserved YTH (YT521-B Homology) domain that exhibits RNA-binding activity; functional homolog of human YTHDF2
*RAX2*	N-glycosylated protein; involved in the maintenance of bud site selection during bipolar budding; localization requires Rax1p; RAX2 mRNA stability is regulated by Mpt5p
*TOM5*	Component of the TOM (translocase of outer membrane) complex; responsible for the recognition and initial import of all mitochondrially directed proteins; involved in the etransfer of precursors from the Tom70p and Tom20p receptors to the Tom40p pore
*TPO2*	Polyamine transporter of the major facilitator superfamily; member of the 12-spanner drug:H(+) antiporter DHA1 family; specific for spermine; localizes to the plasma membrane; transcription of TPO2 is regulated by Haa1p; TPO2 has a paralog, TPO3, that arose from the whole genome duplication
**− −**	
*ALD3*	Cytoplasmic aldehyde dehydrogenase; involved in the beta-alanine synthesis; uses NAD+ as the preferred coenzyme; very similar to Ald2p; expression is induced by stress and repressed by glucose
*ARO10*	Phenylpyruvate decarboxylase; catalyzes decarboxylation of phenylpyruvate to phenylacetaldehyde, which is the first specific step in the Ehrlich pathway; involved in protein N-terminal Met and Ala catabolism
*ATO3*	Plasma membrane protein, putative ammonium transporter; regulation pattern suggests a possible role in the export of ammonia from the cell; phosphorylated in mitochondria; member of the TC 9.B.33 YaaH family of putative transporters
*CRF1*	Transcriptional corepressor; involved in the repression of ribosomal protein (RP) gene transcription via the TOR signaling pathway which promotes the accumulation of Crf1p in the nucleus; role in the repression of RP genes varies by strain; CRF1 has a paralog, IFH1, that arose from the whole genome duplication
*FAA4*	Long chain fatty acyl-CoA synthetase; activates imported fatty acids with a preference for C12:0-C16:0 chain lengths; functions in long chain fatty acid import; important for survival during stationary phase; localized to lipid particles; involved in the sphingolipid-to-glycerolipid metabolism; forms cytoplasmic foci upon DNA replication stress; FAA4 has a paralog, FAA1, that arose from the whole genome duplication
*YEL020C*	Protein of unknown function with low sequence identity to Pdc1p

## Supplementary Materials

The following are available online at https://www.mdpi.com/2079-4991/9/4/512/s1. Supplementary methods related to the Real Time qPCR validation of microarray data and determination growth characteristics. Figure S1. Scatter plot representing the distribution of microarray expression data. Figure S2. Heatmap representing the comparison of the panel of 34 genes utilized for microarray validation by Real Time qPCR. Figure S3. Network of interaction of up-regulated genes derived from microarray analysis. Figure S4. Network of interaction of down-regulated genes derived from microarray analysis. Figure S5. Venn’s diagram representing the overlap between up- and down-regulated genes during CdS QDs’ exposure and Cd^2+^ ions exposure. Table S1. List of up-regulated genes highlighted after the CdS QDs’ exposure in *S. cerevisiae*. Table S2. List of down-regulated genes highlighted after the CdS QDs’ exposure in *S. cerevisiae*. Table S3. Biological processes after CdS QDs’ exposure in *S. cerevisiae*. Table S4. Molecular functions after CdS QDs’ exposure in *S. cerevisiae*. Table S5. Cellular components after CdS QDs’ exposure in *S. cerevisiae*. Table S6. (KEGG) Biochemical pathways after CdS QDs’ exposure in *S. cerevisiae*. Table S7. Comparison of wild type strain versus sensitive and tolerant mutants. Table S8. Comparison of wild type strain and tolerant mutants.

How the deposited data were processed for this re-analysis (not part of the article)

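RNA of *S. cerevisiae* BY4742 was measured on 6 GeneChip Yeast Genome 2.0 arrays, 2 for the untreated control, 2 for nystatin and 2 for nystatin plus CdS QDs. The log2 values were used as deposited: according to the paper and the submitters' tool names, the authors made them from the scanned intensities with Affymetrix Expression Console and RMA, which corrects the background, quantile normalizes the arrays together and summarises each probe set. Scanned intensities were not used. Probe sets were paired with genes by the platform table and by gene names of the R64 annotation. The main tests cover the 5498 probe sets of *S. cerevisiae*, and those of *S. pombe*, of controls and with no listed gene were left out. A gene with several probe sets of its own is represented by the one with the highest mean over the 6 arrays. A probe set counts as above background on an array when it exceeds the 95th percentile of the *S. pombe* probe sets there, and where both arrays of a group lie below it only a bound on the fold is given. The number of arrays limits the precision of every value.

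One linear model with a mean for each of the 3 groups was fitted in limma 3.58.1 under R 4.3.3, with residual degrees of freedom of 3 and empirical Bayes moderation of the variance (prior degrees of freedom 3.80). The comparisons made were nystatin plus CdS QDs against the untreated control, nystatin against the untreated control, and nystatin plus CdS QDs against nystatin. Counts at the paper's thresholds use a log2 fold change of at least 1 in size and an unadjusted p under 0.01, and the paper's text names no test for that p. For single genes the words rose, fell and changed stand for a Benjamini-Hochberg adjusted p under 0.05. All tests are two-sided. Replicate numbers were not taken as pairs, since nothing states that arrays of the same number share a culture.

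The 37 gene lists were written from general knowledge of yeast genes before the arrays were looked at and after the paper's Tables S1 and S2 had been read. Each was tested with camera in limma, with a preset correlation of 0.01 between genes and again with the correlation estimated from the residuals, adjusted over the lists of a comparison. All lists enter that adjustment and the counts of list calls, and the result of 1 of them is not reported here. The genes named are, for each comparison, the 10 highest and the 10 lowest past the threshold whose arrays do not overlap between groups, every gene that the paper names for this experiment, and for each list the 4 members with the smallest adjusted p. The values in Tables S1 and S2 had been seen when this rule was written.

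The fit was tested on simulated data in which 200 of the 5498 probe sets had a known change. At the paper's thresholds it called 100% of those simulated at a log2 fold change of 1.3 or 2 in size and 0% of those at 0.5, and at an adjusted p under 0.05 it called 100% of all 3 sizes. Of the 5298 unchanged probe sets it called 16 at an adjusted p under 0.05 and 0 at the paper's thresholds. The simulated values varied independently between probe sets, with the spread that the same fit gave for these arrays. Far fewer probe sets were changed than the 75.4% that changed with nystatin plus CdS QDs. The recovery therefore checks that the fit runs as intended, and does not measure its power or errors in the real arrays. The overlap of the 2 comparisons with the untreated control was set against 100 simulated data sets with no change that share their control arrays. Alternatives tried were no moderation, an intensity trend in the moderation, only the 4 arrays compared, the replicate number as a block, all probe sets on the array, dim probe sets left out, quantile normalization repeated over *S. cerevisiae* probe sets, centring on their median, other units of counting, other p thresholds, the mean over a gene's own probe sets, fry, and each array left out in turn. Where an array was left out, the lone array of its group was taken to vary like the other groups. The other of 2 own probe sets, and the counts at an adjusted p under each setting, were added after the values had been seen. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.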

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

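The exchange of arrays below was chosen before its result was seen, and its reading by the fold alone after. These 2 signals were picked out because the paper does not discuss these changes with nystatin alone.

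With nystatin alone, 1191 probe sets changed by less than 1 log2 unit, below the paper's threshold. Among their genes are *FIT2* (0.83, standard error 0.045, adjusted p = 4.84e-04) and *HSP30* (0.81, standard error 0.050, adjusted p = 5.17e-04). Spread between single arrays as the source of the calls at the paper's thresholds was tested by exchanging arrays between the untreated control and nystatin: the real split had 6 probe sets past the threshold on the fold, and the highest number in another split was 0. This argues against spread between arrays as the source of those 6. It does not bear on the 1191 smaller changes, for which such spread stays open, nor on the cultures, if both arrays of a group came from the same ones.

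Genes of fatty acid oxidation and the peroxisome had a median of −0.39 with nystatin alone. The paper's list for nystatin holds none of them.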

How the results depend on the processing

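The counts at an adjusted p under 0.05, and the use of a gene's other probe set, were chosen after the values had been seen.

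With no threshold on the fold, 437 results for named genes over the 3 comparisons were past the threshold of an adjusted p under 0.05. Of these 361 stayed past it under every alternative, 76 were lost under some and 0 reversed. With nystatin plus CdS QDs against the untreated control, 172 of 178 stayed, and with nystatin alone 18 of 82. Of 57 gene list calls 0 held with an estimated correlation; leaving aside the other list tests, 51 held under every alternative. The direction differed between list tests for the copper genes, where fry gave an adjusted p of 0.0488, downward, and camera pointed upward (adjusted p = 0.980; range over 10 other alternatives 0.791 to 0.996). The tests ask different questions: fry whether the genes of a list move one way at all, camera whether they move more than other genes. The cause of that difference was not tested. With an estimated correlation camera rests on the 3 residual degrees of freedom and had little power here, so the loss of all 57 calls decides little about them. The preset calls have a limit too. Where the estimated correlation lay above the preset, as for cytosolic ribosomal proteins (0.455), their p may be too small.

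With nystatin plus CdS QDs, leaving out 1 array gave 256 to 290 probe sets higher and 279 to 307 lower than in the untreated control. With nystatin alone 2 probe sets were higher, and 4 over all probe sets on the array, since 2 with no listed gene then count. The 1197 probe sets that changed with nystatin alone at an adjusted p under 0.05 became 189 without moderation and 52 over all probe sets on the array, and ranged from 168 to 1571 when each array was left out; leaving out an array of either compared group leaves fewer arrays for the test, and for the rest the cause was not tested. Between 98.8% and 99.2% of *S. cerevisiae* probe sets lay above background, so signal over background limits few of them, and 31 were left out as dim.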

Differences from the paper's values

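The use of a gene's other probe set was chosen after the values had been seen; all other alternatives were set before the data were examined.

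For *DOG1* the paper's Table S1 gives 1.061, and the log2 fold change here is 0.77 (adjusted p = 3.79e-05). Under every alternative it stayed apart from the paper's value, between 0.68 (without untreated control replicate 1) and 0.86 (without untreated control replicate 2). The paper's value for *DOG1* equals its second entry for *DOG2*. Both equal the value here of the brighter probe set of *DOG2* (1.06), whose suffix marks that it may also bind other transcripts. The difference for *DOG1* may thus come from the pairing of that probe set with *DOG2* only, and need not be an error in the paper's value. For *DOG2* the paper's first entry is 1.61 and the value here 1.06, on a probe set whose suffix marks that it may also bind other transcripts, as does that of *TPO2* below. Each alternative set before the data were examined also differs, including the mean over its own probe sets (1.34). Its other probe set, an alternative chosen after seeing the values, gives 1.61, and drops none of the paper's entries for *DOG2* below the threshold, though the paper's second entry for this gene, 1.061, then differs where it matched before. For *TPO2* the paper's value is 1.652 and the value here 0.13 (adjusted p = 0.055). Each alternative set before the data were examined differs, including the mean over its own probe sets (0.89). Its other probe set, again chosen after seeing the values, gives 1.65 and drops no entry of the paper for *TPO2*.

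The paper counts 312 genes higher and 310 lower with CdS QDs, 8 past the threshold with nystatin and 5 in common. At the same thresholds there were 272, 283, 6 and 4, and over all probe sets on the array 285, 306, 8 and 5. Without nystatin replicate 1 there were 5 in common. The paper names *SHU1* among down-regulated genes of ion transport, and its log2 fold change here is −0.38 (adjusted p = 2.81e-04), below the threshold; 4 of the 5 genes named there are past it. The paper places translation among the processes of down-regulated genes, whereas 117 of 128 genes of cytosolic ribosomal proteins rose and 3 fell. The paper also names the ribosome among the pathways of up-regulated genes, and its Table S1 holds genes of ribosomal proteins, which these values match in direction. Of 36 genes of ribosome biogenesis 19 fell, 5 rose and 12 did not pass, and the list was not called.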

Other observations

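The comparison of unlisted probe sets with the paper's tables, the test of 1 factor for each array, and the reading of the tests of growth stage and of repeated normalization as undecided, were chosen after the results were seen, and the other tests before; the genes *YLR415C*, *YNL277W-A* and *YAR009C* are named after their values were seen. Sterol genes went both ways with nystatin plus CdS QDs against the untreated control. Of 26 genes of ergosterol synthesis 14 fell, 8 rose and 4 did not pass (14 and 8 when adjusted over the list alone), with a median of −0.28, camera adjusted p = 0.229, and adjusted p = 0.592 with an estimated correlation. *ERG4*, the last step of the pathway, rose by 1.70 (standard error 0.043, adjusted p = 2.62e-07), and the sterol regulator gene *UPC2* fell by 1.16 (standard error 0.043, adjusted p = 1.03e-06). Of 34 autophagy genes 23 fell, 9 rose and 2 did not pass (23 and 9 when adjusted over the list alone), with a median of −0.40, camera adjusted p = 0.0111, and adjusted p = 0.376 with an estimated correlation. *ATG5*, of autophagosome formation, fell by 1.08 (standard error 0.043, adjusted p = 1.34e-06).

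Genes of other metals went both ways. Of 12 genes of the zinc regulator Zap1, 7 fell, 3 rose and 2 did not pass (7 and 3 when adjusted over the list alone; median −0.20; camera adjusted p = 0.470; adjusted p = 0.592 with an estimated correlation). *FET4*, a low-affinity transporter gene of iron and zinc, rose, with a log2 fold change of 1.403 (standard error 0.043, adjusted p = 5.00e-07). Of 8 copper genes 3 rose, 3 fell and 2 did not pass (3 and 3 when adjusted over the list alone; median 0.04, mean −0.02; camera adjusted p = 0.980; adjusted p = 0.988 with an estimated correlation). *CTR3*, a copper transporter gene, rose by 1.18 (standard error 0.068, adjusted p = 6.66e-06) and *CRS5*, a metallothionein gene, fell by 0.89 (standard error 0.050, adjusted p = 5.68e-06).

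Further lists were not called with nystatin plus CdS QDs. Of 33 proteasome genes 8 fell, 7 rose and 18 did not pass (7 and 6 when adjusted over the list alone; median −0.01; camera adjusted p = 0.878; adjusted p = 0.888 with an estimated correlation). Of 15 genes of the unfolded protein response 7 rose, 4 fell and 4 did not pass (7 and 4 when adjusted over the list alone; median 0.03; camera adjusted p = 0.470; adjusted p = 0.592 with an estimated correlation). Of 15 hypoxic genes 8 rose, 6 fell and 1 did not pass (8 and 6 when adjusted over the list alone; median 0.35; camera adjusted p = 0.470; adjusted p = 0.648 with an estimated correlation). Of 10 genes of the DNA damage response 6 fell, 3 rose and 1 did not pass (6 and 3 when adjusted over the list alone; median −0.42; camera adjusted p = 0.470; adjusted p = 0.671 with an estimated correlation). The 4 marker genes that are deleted or mutated in BY4742 (*HIS3*, *LEU2*, *LYS2*, *URA3*) were not called (1 rose, 2 fell and 1 did not pass, as when adjusted over the list alone; median −0.10; camera adjusted p = 0.654; adjusted p = 0.709 with an estimated correlation). *HIS3* had a mean of 8.60 in the untreated control, and *LYS2* (1.28) and *URA3* (1.16) lay below background. With nystatin alone the 4 marker genes were called lower (2 fell, none rose and 2 did not pass, 3 fell when adjusted over the list alone). Their median was −0.21, camera adjusted p = 0.0274, and adjusted p = 0.293 with an estimated correlation. Leaving out dim probe sets ended the call (camera adjusted p = 0.251). Called lists with medians of similar size with nystatin alone, such as mitochondrial ribosomal proteins (0.20), should be read with this in mind.

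The first pattern weighed is that genes of growth on ethanol fell and ribosomal protein genes rose with CdS QDs. Nystatin alone moved both lists the same way by less: of 16 genes of the glyoxylate cycle 11 fell, none rose and 5 did not pass (11 when adjusted over the list alone; median −0.19; camera adjusted p = 4.55e-05; adjusted p = 0.293 with an estimated correlation), and of 128 cytosolic ribosomal protein genes 31 rose, 2 fell and 95 did not pass (34 and 2 when adjusted over the list alone; median 0.12; camera adjusted p = 8.40e-11; adjusted p = 0.497 with an estimated correlation). With fry the call of the ribosomal protein genes with nystatin alone was lost (adjusted p = 0.0659). An array-wide factor, 1 for each array that moves all genes alike, would leave the lists together. With nystatin plus CdS QDs the median of ribosomal proteins lay 1.66 above that of the glyoxylate cycle (1.62 to 1.73 over pairs of arrays), a gap that such a factor alone cannot make. This gap restates the pattern, so it is no separate test. Nor does it bear on a distortion that varies with brightness. Repeated normalization moved a called median by at most 0.0463, within the bound set beforehand to count against scaling, but the deposited values were already normalized and the arrays had nearly equal medians, so that it had little to move and decides nothing. An earlier growth stage of the CdS QDs cultures at harvest stays open: against nystatin, 4 of 6 lists had the median it predicts, the glyoxylate cycle (−0.86), TCA cycle (−0.32), general stress (−0.51) and ribosomal proteins (0.56), while oxidative phosphorylation (0.09, 15 rose and 4 fell) and ribosome biogenesis (−0.10, 8 rose and 15 fell) had the other sign. By the bound set beforehand, oxidative phosphorylation (0.058 to 0.115 over pairs of arrays) counts against growth stage. So does ribosome biogenesis (−0.19 to −0.05) if its spread is taken as the standard deviation over pairs (0.082) rather than the range. That result was set aside after it was seen, because members of both lists go both ways. The same holds for general stress (5 rose and 24 fell) and ribosomal proteins (109 rose and 7 fell), which were counted on the side of growth stage. The lists thus point different ways, and their medians do not decide on growth stage. RNA quality stays open too: the CdS QDs arrays lay 0.106 beyond the range of the other 4 in the difference between 3' and 5' signal, a range 0.0596 wide, mostly through *WBP1* and *SRB4*. Of the 7 control genes, *SPT15* went the other way (0.85 and 0.74 against 0.88 to 1.02 on the other arrays) and *EAF5* lay within the range of the others, so the shift was not shared by all 7. An effect of the CdS QDs stays open too.

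The second pattern is the rise of the iron genes. Dim probe sets would leave them near background, but 25 of 25 that rose lay above it on both CdS QDs arrays, the lowest at 5.21 against a background of 1.45. By the rule set beforehand this counts against dim probe sets. The count itself decides little, because the genes were taken for being higher on those arrays. There 99.2% and 99.1% of all *S. cerevisiae* probe sets lay above background. Of the 25, 0 lay below background on both control arrays.

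Of the 3470 probe sets with no listed gene, 29 were past the paper's thresholds with nystatin plus CdS QDs, 9 higher and 20 lower. The fold changes of all 29 equal, to 3 decimals, entries in the paper's Tables S1 and S2 for genes with which no probe set is paired here, and no gene is named for them.

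Of 541 genes past the paper's thresholds with nystatin plus CdS QDs and paired with a single name, 538 are in the paper's Tables S1 and S2. The others are *YLR415C* (−1.46), *YNL277W-A* (−1.40) and *YAR009C* (1.01). Over 554 genes of the tables that were measured, the paper's fold changes and those here correlated at 0.996 across genes, which are not independent replicates; this pools higher and lower genes, and in Table S1 alone the value was 0.949. The table values of 22 genes differ by at least 0.01 from those here, and for 14 of them another probe set of the gene holds the paper's value. *YNL018C*, named after its values were seen, has the opposite sign: the paper's value is −1.011, and here it was at least 1.05-fold higher, from below background on both control arrays.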
